# Ginsenoside Rc, an Active Component of *Panax ginseng*, Alleviates Oxidative Stress-Induced Muscle Atrophy via Improvement of Mitochondrial Biogenesis

**DOI:** 10.3390/antiox12081576

**Published:** 2023-08-07

**Authors:** Aeyung Kim, Sang-Min Park, No Soo Kim, Haeseung Lee

**Keywords:** ginsenoside Rc, skeletal muscle, oxidative stress, mitochondrial biogenesis, muscle atrophy

## Abstract

Loss of skeletal muscle mass and function has detrimental effects on quality of life, morbidity, and mortality, and is particularly relevant in aging societies. The enhancement of mitochondrial function has shown promise in promoting muscle differentiation and function. Ginsenoside Rc (gRc), a major component of ginseng, has various pharmacological activities; however, its effect on muscle loss remains poorly explored. In this study, we examined the effects of gRc on the hydrogen peroxide (H_2_O_2_)-induced reduction of cell viability in C2C12 myoblasts and myotubes and H_2_O_2_-induced myotube degradation. In addition, we investigated the effects of gRc on the production of intracellular reactive oxygen species (ROS) and mitochondrial superoxide, ATP generation, and peroxisome proliferator-activated receptor-gamma co-activator 1α (PGC-1α) activity in myoblasts and myotubes under H_2_O_2_ treatment. Furthermore, to elucidate the mechanism of action of gRc, we conducted a transcriptome analysis of myotubes treated with or without gRc under H_2_O_2_ treatment. gRc effectively suppressed H_2_O_2_-induced cytotoxicity, intracellular ROS, and mitochondrial superoxide production, restored PGC-1α promoter activity, and increased ATP synthesis. Moreover, gRc significantly affected the expression levels of genes involved in maintaining mitochondrial mass and biogenesis, while downregulating genes associated with muscle degradation in C2C12 myotubes under oxidative stress. We provide compelling evidence supporting the potential of gRc as a promising treatment for muscle loss and weakness. Further investigations of the pharmacological effects of gRc under various pathological conditions of muscle loss will contribute to the clinical development of gRc as a therapeutic intervention.

## 1. Introduction

Skeletal muscle accounts for approximately 40–50% of the human body and plays a pivotal role in maintaining the motion, posture, and movement of various organs. Skeletal muscle mass decreases by approximately 1% per year after 30 years of age and rapidly decreases after 65 years of age [1,2]. Decreased muscle mass causes decreased exercise capacity, falls, osteoporosis, and fractures, which are closely related to a decreased quality of life, increased hospitalization, and increased mortality. In addition, reduced physical activity and total energy expenditure due to decreased muscle mass and function significantly increases weight gain, decreases lung function, and increases the prevalence of cardiovascular and metabolic diseases [3,4,5]. These diseases promote muscle loss through feedback mechanisms. Muscle loss can be caused by damage and dysfunction of mitochondria, which are organelles within muscle cells [6]. Chronic diseases such as pulmonary tuberculosis and diabetes, malignant wasting diseases such as cancer cachexia, long-term administration of drugs such as glucocorticoids and statins, oxidative stress, disuse due to surgery and long-term bed rest, and aging-related hormonal changes are the main causes of impaired mitochondrial function in muscles [6,7]. Therefore, to improve muscle mass and function, it is important to enhance mitochondrial quantity and function by increasing mitochondrial biogenesis and regulating mitochondrial dynamics and mitophagy.

Adequate levels of reactive oxygen species (ROS) are required to regulate various signaling pathways; however, excessive and sustained ROS production in cells can trigger an oxidative damage response [8]. As mitochondria are a major source and the most vulnerable targets of ROS, inappropriate ROS accumulation reduces mitochondrial membrane potential and activates the caspase cascade, leading to mitochondrial dysfunction-induced apoptosis [9]. Similar to many other cell types, oxidative stress in skeletal muscle can trigger mitochondrial DNA damage and lead to defects in myogenesis and muscle regeneration. Additionally, oxidative stress plays an important role in the pathophysiology of various muscle diseases including age-related loss of muscle quantity (sarcopenia) and strength (dynapenia), muscular dystrophy, and myopathies [10,11]. The balance between ROS generation and antioxidant defenses is critical for maintaining muscle redox homeostasis [12]. Therefore, various attempts have been made to strengthen muscle cells by removing excessive ROS using various antioxidants and preventing apoptosis and protein degradation in the skeletal muscle.

Ginseng root (*Panax ginseng* Meyer) is one of the most widely used herbal medicines and has been prescribed for over 2000 years in Asian countries, including Korea, China, and Japan [13]. Ginseng contains many active ingredients such as steroidal saponins, protopanaxadiol, and protopanaxatriol, which are collectively referred to as ginsenosides [13]. Ginsenosides exert a wide range of pharmacological and therapeutic effects against oxidative stress, cancer, diabetes, vasorelaxation, and inflammation [13,14]. Ginsenosides exert beneficial effects on immunity, vitality, and libido [15,16]. Among ginsenosides, Rb1, Rb2, Rd, Rg1, Rg3, and Rh2 have been demonstrated to positively affect muscle strengthening by increasing mitochondrial biogenesis, inhibiting muscle degradation, and enhancing myoblast proliferation and myotube differentiation [17,18,19,20,21]. Ginsenoside Rc (gRc) has been reported to alleviate myocardial ischemic damage through its antioxidant and anti-inflammatory actions [22] and to improve cellular insulin resistance by increasing angiotensin-converting enzyme 2 expression [23]. However, its pharmacological efficacy and mechanism of action in muscle damage have not yet been reported.

In the present study, we investigated the effects of gRc on the hydrogen peroxide (H_2_O_2_)-induced inhibition of C2C12 myoblasts and degradation of C2C12 myotubes. Moreover, we examined whether gRc restores mitochondrial damage caused by oxidative stress and confirmed its mechanism of action through transcriptome analysis.

## 2. Materials and Methods

### 2.1. C2C12 Cell Culture and Differentiation to Myotubes

Murine skeletal muscle cell C2C12 myoblasts (CRL-1772; ATCC, Manassas, VA, USA) were cultured in a growth medium (GM, Dulbecco’s Modified Eagle Medium (DMEM) with 4.5 g/L glucose containing 10% heat-inactivated fetal bovine serum (FBS) and 100 IU penicillin/100 μg/mL streptomycin (P/S). To differentiate into myotubes, C2C12 myoblasts were grown in GM to reach more than 90% confluence, and the GM was removed and replaced with differentiation medium (DM, DMEM containing 2% heat-inactivated horse serum (HS) and P/S) every 2 days for 5–7 days. The cells were cultured at 37 °C in a humidified 5% CO_2_ incubator. DMEM, HS, and P/S were all purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### 2.2. Reagents and Antibodies

gRc (PHL89210, ≥90% purity), H_2_O_2_ solution (216763), 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI, D8417, ≥98% purity), and dimethyl sulfoxide (DMSO, D8418) were purchased from Sigma-Aldrich (St. Louis, MO, USA). gRc was dissolved in 100% DMSO to a final concentration of 20 mM and aliquots were stored at −20 °C. Anti-myosin heavy chain antibody (MyHC, MAB4470) was obtained from R&D Systems (Minneapolis, MN, USA). Antibodies against myogenic differentiation 1 (MyoD, sc-32758), muscle ring-finger protein-1 (MuRF1, sc-398608), and β-actin (sc-47778) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Anti-peroxisome proliferator-activated receptor-gamma co-activator 1α (PGC-1α, ab54481) and muscle atrophy F-box (MAFbx/Atrogin1, ab168371) antibodies were obtained from Abcam (Cambridge, MA, USA). Anti-nuclear respiratory factor 1 (NRF1, #46743), anti-Parkin (#4211), anti-α-tubulin (#2144), horseradish peroxidase (HRP)-conjugated anti-mouse IgG (#7076), and anti-rabbit IgG (#7074) were obtained from Cell Signaling Technology (Beverly, MA, USA).

### 2.3. Cytotoxicity Assay in Myoblasts and Myotubes

To determine cytotoxicity in myoblasts, cells (5 × 10^3^/well) were seeded in 96-well culture plates, cultured overnight, and treated with gRc, H_2_O_2_, or vehicle (0.1% DMSO) for 24 h. After removing the culture supernatants, the cells were washed twice with phosphate-buffered saline (PBS, Thermo Fisher Scientific), and viable cells were measured using the EZ-Cytox Enhanced Cell Viability Assay Kit (Daeil Lab Service Co., Ltd., Seoul, Republic of Korea) and a SpectraMax3 microplate reader (Molecular Devices, LLC, Sunnyvale, CA, USA) according to the manufacturer’s instructions. To determine cytotoxicity in myotubes, cells differentiated for 5 days (DD5) were treated with gRc, H_2_O_2_, or vehicle for 24 h, washed twice with PBS, and stained with crystal violet solution (0.2% crystal violet and 20% methanol) for 30 min at 25 °C. After washing completely with distilled water (DW), stained cells were dissolved with 1% sodium dodecyl sulfate (SDS) at 37 °C for 30 min and absorbance at 590 nm was detected using a SpectraMax3 microplate reader. To investigate the effects of gRc on H_2_O_2_ stimulation, the cells were pretreated with gRc for 12 h and then treated with H_2_O_2_ for 24 h.

### 2.4. Mouse PGC-1α (mPGC-1α) Luciferase Assay and β-Galactosidase Activity Assay

C2C12 myoblasts or myotubes (DD5) were seeded in 12-well culture plates at a density of 3 × 10^5^/well, incubated overnight, and transiently transfected with mPGC-1α-luciferase reporter plasmid (a kind gift from Professor Gyu-Un Bae, Sookmyung Women’s University, Republic of Korea) and β-galactosidase plasmid using the Mirus TransIT-X2 Dynamic Delivery System (Mirus Bio LLC, Madison, WI, USA) according to the manufacturer’s instructions. After 4 h, cells were treated with gRc, H_2_O_2_, or vehicle for 24 h and then lysed in 100 μL of Passive Lysis Buffer (Promega Co., Madison, WI, USA). Luciferase activity was determined using a Bio-GloTM Luciferase Assay Kit (Promega) and a SpectraMax L Luminometer (Molecular Devices) according to the manufacturer’s protocol. β-galactosidase activity in each sample was measured using O-nitrophenyl β-galactopyranoside (ONPG, Sigma-Aldrich) as the substrate and a SpectraMax3 microplate reader. β-galactosidase was used to correct the variability of transfection efficiency; therefore, the relative mPGC-1α luciferase activities were calculated after normalization to β-galactosidase activity.

### 2.5. Immunoblotting Analysis

To obtain total protein, cells were lysed using M-PER mammalian protein extraction reagent (Thermo Fisher Scientific), left at 4 °C for 30 min, and then centrifuged at 16,000× *g* for 15 min at 4 °C. After the clear supernatant was transferred to a new tube, it was subjected to a bicinchoninic acid assay to determine the protein concentration. Equal amounts of proteins (20 μg) were separated on SDS-polyacrylamide gel electrophoresis and transferred to an ImmobilonR-P PVDF membrane (Millipore, Bedford, MA, USA). After blocking with an EzBlock Chemi Solution (ATTO Korea, Daejeon, Republic of Korea) for 1 h at 25 °C, the membrane was incubated with a target-specific primary antibody (1:1000 dilution in blocking buffer) overnight at 4 °C. After washing with TBS-T solution (0.1% Tween in Tris-buffered saline), the membrane was incubated with an HRP-conjugated secondary antibody (1:4000 diluted in blocking buffer) for 1 h at 25 °C and then washed with TBS-T solution. Target proteins were detected using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific) and ImageQuant LAS4000 mini (GE Healthcare, Piscataway, NJ, USA). Protein levels were measured using ImageJ software version 1.53t (National Institute of Health, Bethesda, MD, USA), and the relative band intensities of representative immunoblots from the two experiments were calculated after normalization to the value of β-actin or α-tubulin. Uncropped blot images were presented in Supplementary Figure S1.

### 2.6. Quantitation of Mitochondria Density

The DD5 myotubes were pretreated with gRc for 12 h and then treated with H_2_O_2_ for 24 h. After washing with PBS, the cells were incubated at 37 °C for 30 min in 50 nM MitoTracker Deep Red FM (M22426; Thermo Fisher Scientific). Red fluorescence was observed under a fluorescence microscope (Olympus TH4-200, Olympus Optical Co., Tokyo, Japan), and fluorescence density was analyzed using ImageJ software.

### 2.7. Immunocytochemistry for Myosin Heavy Chain (MyHC)

The DD5 myotubes differentiated on glass bottom dishes (SPL Life Sciences, Pocheon, Republic of Korea) were pretreated with gRc for 12 h and then treated with 0.25 mM H_2_O_2_ for 24 h. Cells were washed with PBS, fixed in 10% formalin solution, permeabilized in 0.1% Triton X-100, and blocked with 3% bovine serum albumin (Thermo Fisher Scientific) in PBS for 30 min at 25 °C at each step. After washing with PBS, the cells were stained with anti-MyHC antibody (1:1000 dilution in blocking buffer) overnight at 4 °C, followed by staining with Alexa Fluor 488-conjugated goat anti-mouse IgG antibody (1:1000 dilution in blocking buffer, Thermo Fisher Scientific) at 25 °C for 3 h. After nuclear counterstaining with DAPI, fluorescent images were captured under a fluorescence microscope. Using ImageJ software, the fusion index and myotube length were analyzed in seven representative images per group. The fusion index was calculated using the following formula: number of nuclei in multinucleated cells/number of total nuclei ×100.

### 2.8. Measurement of Intracellular ATP Content

The DD5 myotubes were pretreated with gRc for 12 h and then treated with 0.25 mM H_2_O_2_ for 24 h. Intracellular ATP content was determined using the ATP Bioluminescent Assay Kit (FLAA, Sigma-Aldrich) according to the manufacturer’s protocol. Briefly, the cells were lysed with DW and centrifuged at 13,000× *g* for 10 min at 4 °C to collect the clear cell lysates. ATP standards or cell lysates were mixed with an ATP assay mix solution and luminescence was measured immediately using a SpectraMax L luminometer. Intracellular ATP levels were calculated from an ATP calibration curve and relative values were obtained after normalization to the amount of protein used in the assay.

### 2.9. Detection of Oxidative Stress

To detect ROS and mitochondrial superoxide in live cells, CellROX™ Green and MitoSOX™ Red reagents were used, respectively. In brief, myoblasts or myotubes at DD5 grown on glass bottom dishes were pretreated with gRc for 12 h and then exposed to 0.25 mM H_2_O_2_ for 6 h. After washing the cells with Hanks’ Balanced Salt Solution (HBSS, Thermo Fisher Scientific), they were incubated in 5 μM CellROX™ Green reagent or MitoSOX™ Red reagent for 15 min at 37 °C. After washing with HBSS, fluorescent images of cells were captured using a fluorescence microscope.

### 2.10. RNA Sequencing Data Acquisition and Preprocessing

Total RNA (1 µg) was processed to prepare the mRNA sequencing library following the manufacturer’s instructions provided with the MGIEasy RNA Directional Library Prep kit (#1000006386; MGI Tech, Shenzhen, China). The constructed library was quantified using a QauntiFluor^®^ ssDNA System (E3190; Promega). Subsequently, the prepared DNA nanoballs were sequenced on the MGISeq platform (MGI Tech) with 100 bp paired-end reads. FastQC (v0.11.9) was used to assess the read quality. Common sections of the MGISEQ adapter sequences were eliminated using TrimGalore (v0.6.5). The resulting trimmed reads were mapped to the GRCm38 (mm10) mouse reference genome using STAR (v2.7.3a) [24] with default configurations. To quantify gene expression levels, we used RSEM (v1.3.3) [25] along with the GRCm38.86 gene annotation to obtain the expected read counts and transcript per million (TPM) values.

### 2.11. Functional Enrichment Analysis

Functional enrichment analysis using RNA-seq data was conducted using R software (v4.2.1). Differential gene expression analysis was performed between the different groups (e.g., H_2_O_2_ vs. vehicle or gRc + H_2_O_2_ vs. H_2_O_2_) using the DESeq2 package (v1.36). This analysis generated a ranked gene list based on the Wald statistics. To identify the pathways or functions that were overrepresented among the genes at the top or bottom of the ranked gene list, we used the Gene Set Enrichment Analysis (GSEA) method implemented in the fgsea package (v1.22) [26]. Functional annotation of genes was obtained from the Molecular Signature Database (MSigDB) on 20 January 2023, using the msigdbr package (v7.5.1). We only used curated gene sets sourced from reliable databases within MSigDB, including Hallmark, Gene Ontology (GO), Reactome, and WikiPathways. GSEA produced enriched functional terms with normalized enrichment scores (NESs) and *p*-values, which indicated the strength and significance of the association with the gene sets.

### 2.12. Statistical Analysis

Data were analyzed using GraphPad Prism 9 software (GraphPad Software, San Diego, CA, USA). Values are expressed as the mean ± standard error of the mean (SEM) of multiple experiments. The differences in means among groups were analyzed by one-way ANOVA (Dunnett’s multiple comparison test), and a value of *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. gRc Reduces H_2_O_2_-Induced Cytotoxicity in C2C12 Myoblasts

To evaluate the beneficial effects of gRc on muscle cells, we assessed the viability of myoblasts after treatment with gRc for 24 h. The chemical structure of gRc was presented in Figure 1A. As shown in Figure 1B, gRc did not exhibit any cytotoxic effects on myoblasts at concentrations up to 100 μM. Interestingly, at concentrations ranging from 5 μM to 50 μM, gRc slightly enhanced the cell viability by approximately 5% to 7%. As previously reported [27], H_2_O_2_ treatment at 0.1, 0.25, 0.5, and 1 mM decreased myoblast viability by approximately 17.6%, 47.8%, 67.9%, and 89.7%, respectively (Figure 1C). In the present study, 0.25 mM H_2_O_2_ was selected to induce oxidative stress and the highest concentration of gRc to examine the protected effects was set at 20 μM. To determine the protective effects of gRc on H_2_O_2_-induced cytotoxicity, myoblasts were pretreated with gRc for 12 h and then further incubated with 0.25 mM H_2_O_2_ for 24 h. As shown in Figure 1D, gRc markedly inhibited the H_2_O_2_-induced decrease in myoblast viability in a dose-dependent manner. Particularly, gRc at 20 μM maintained cell viability at approximately 95% of that of the control cells.

### 3.2. gRc Decreases H_2_O_2_-Induced Oxidative Stress and Increases Mitochondrial Functions in C2C12 Myoblasts

PGC-1α, the master transcriptional co-activator, has been reported to enhance muscle mitochondrial biogenesis and function and to be associated with the regulation of cellular redox balance and attenuation of H_2_O_2_-induced apoptotic cell death [28,29,30]. Because oxidative stress is a negative regulator of PGC-1α, an increase in PGC-1α expression and activity is crucial for counteracting oxidative stress-induced muscle damage. In line with previous reports, we confirmed that H_2_O_2_ dramatically reduced PGC-1α promoter activity and PGC-1α protein expression in myoblasts (Figure 2A). gRc at 10 and 20 μM significantly increased PGC-1α promoter activity in myoblasts approximately 1.2-fold and 1.4-fold, respectively. Furthermore, gRc pretreatment effectively prevented the H_2_O_2_-induced reduction in PGC-1α activity to higher levels compared to those in the H_2_O_2_-untreated control cells (Figure 2B). Treatment with 0.25 mM H_2_O_2_ led to approximately 30% ATP deprivation in myoblasts. In contrast, gRc treatment substantially increased intracellular ATP synthesis, irrespective of the presence of H_2_O_2_, and gRc pretreatment effectively mitigated the decrease in ATP synthesis caused by H_2_O_2_ (Figure 2C). To detect intracellular ROS and mitochondrial superoxide levels in myoblasts, we labeled the cells with CellRox green and MitoSox red dyes, respectively. Following a 6 h exposure to H_2_O_2_, myoblasts exhibited intense green and red fluorescence, indicative of increased ROS and mitochondrial superoxide production. In contrast, pretreatment with gRc significantly decreased both the green and red fluorescence intensities in a dose-dependent manner (Figure 2D). Collectively, these findings indicate that gRc effectively alleviates oxidative stress and enhances mitochondrial function by increasing PGC-1α activity, thereby protecting myoblasts against oxidative stress-induced cytotoxicity.

### 3.3. gRc Inhibits H_2_O_2_-Induced C2C12 Myotube Degradation

To evaluate the protective effects of gRc against H_2_O_2_-induced muscle degradation, we first examined the effects of gRc and H_2_O_2_ treatment on C2C12 myotubes. gRc treatment up to 100 μM did not induce cytotoxicity; conversely, the treatment slightly increased cell viability (Figure 3A). In contrast, H_2_O_2_ disrupted cellular morphology and decreased cell viability and mitochondrial mass in myotubes (Figure 3B). Pretreatment with gRc prior to H_2_O_2_ stimulation effectively recovered both cell viability and mitochondrial mass of myotubes to levels comparable to those of the control cells (Figure 3C). Immunofluorescence staining showed that the myotubes expressed substantial levels of MyHC, a muscle differentiation marker, with a fusion index of approximately 70%. H_2_O_2_ treatment significantly reduced MyHC expression, the fusion index by 38.4%, and myotube length by 81.6% compared to control myotubes. However, pretreatment with gRc maintained MyHC expression at a level similar to that in the control cells, even under H_2_O_2_ stimulation. In addition, gRc pretreatment significantly prevented the decline in the fusion index and myotube length induced by H_2_O_2_ (Figure 3D). Western blot analysis revealed that H_2_O_2_ treatment dramatically reduced the protein levels of MyHC and myogenic MyoD in myotubes, while simultaneously increasing the levels of muscle-degrading proteins, including MAFbx and MuRF1. Pretreatment with gRc significantly inhibited the H_2_O_2_-induced downregulation of MyHC and MyoD and upregulation of MAFbx and MuRF1 (Figure 3E). Overall, these findings indicate that gRc efficiently suppressed H_2_O_2_-induced myotube degradation.

### 3.4. gRc Enhances Mitochondrial Biogenesis and Reduces Oxidative Stress in C2C12 Myotubes under H_2_O_2_ Treatment

Consistent with the findings in myoblasts (Figure 2A), H_2_O_2_ treatment markedly reduced the promoter activity of PGC-1α as well as its protein expression in myotubes (Figure 4A). gRc considerably increased the PGC-1α promoter activity in the myotubes and gRc pretreatment prior to H_2_O_2_ stimulation almost completely blocked the reduction in PGC-1α activity (Figure 4B). PGC-1α and its downstream nuclear transcription factor, NRF-1/2, are crucial to the maintenance of mitochondrial function, biogenesis, and energy metabolism under oxidative stress [31,32,33]. As shown in Figure 4C, Western blot analysis revealed that gRc pretreatment significantly recovered the protein expression of PGC-1α and NRF1, which was reduced by H_2_O_2_. In addition, we observed that H_2_O_2_ increased the protein expression of Parkin, a mitochondrial stress marker, whereas gRc pretreatment efficiently suppressed this H_2_O_2_-induced increase in Parkin expression. Upon treatment with H_2_O_2_, intracellular ATP levels in the myotubes were significantly reduced to approximately 50%. In contrast, gRc slightly increased the ATP levels in myotubes and effectively prevented the H_2_O_2_-induced decrease in ATP levels (Figure 4D). Although H_2_O_2_ strongly induced the production of intracellular ROS (green fluorescence) and mitochondrial superoxide (red fluorescence) in the myotubes, their production was almost completely suppressed by gRc pretreatment (Figure 4E). Overall, these results suggest that gRc exerts a protective effect against muscle damage caused by oxidative stress by regulating mitochondrial biogenesis and increasing PGC-1α activity.

### 3.5. gRc-Induced Transcriptome Reveals the Upregulation of Mitochondrial Biogenesis and Muscle-Protective Pathways against Oxidative Stress

To further elucidate the mechanisms underlying the protective effects of gRc against oxidative stress, we performed RNA-seq analysis of C2C12 myotubes treated with H_2_O_2_ and gRc. 

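C2C12 is a line of mouse myoblasts that fuse into multinucleated myotubes when serum is withdrawn. Poly(A)-selected RNA from 12 samples was sequenced, 3 for each of the groups vehicle, 10 µM gRc, 0.25 mM H_2_O_2_ and gRc before H_2_O_2_ (gRc + H_2_O_2_). The deposited labels give 24 h of vehicle or gRc for the groups without H_2_O_2_. For the groups with H_2_O_2_ they give 18 h of vehicle or gRc and then 6 h of H_2_O_2_, while a tag on the gRc + H_2_O_2_ libraries reads 24 h of gRc pretreatment. The growth protocol describes 5 days of differentiation, and the cell-type tag reads myoblasts. Genes of differentiated muscle were abundant in the vehicle libraries: the embryonic myosin heavy chain gene Myh3 stood at 4535 ± 1529 CPM (counts scaled to the size of the library, mean ± SD, n = 3), the skeletal actin gene Acta1 at 3027 ± 1739.5 CPM, the muscle creatine kinase gene Ckm at 439.9 ± 95.8 CPM and Myog, a transcription factor of terminal muscle differentiation, at 1105 ± 412 CPM. The fusion gene Mymk stood at 558 ± 263 CPM, and Mki67 and Top2a, which mark cycling cells, at 70.0 ± 31.3 and 101 ± 17.5 CPM.

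The authors trimmed the reads, aligned them with STAR to the mouse genome (GRCm38) and counted them with RSEM, whose expected counts divide reads shared between genes among those genes. Total counts ranged from 19274762 to 31409066 per library, with medians of 26567856 for vehicle, 26496047 for gRc, 25721145 for H_2_O_2_ and 29613275 for gRc + H_2_O_2_. Here the expected counts of 14838 genes were normalized by the trimmed mean of M-values (TMM), and groups were compared with edgeR's quasi-likelihood test in a single fit of the 12 libraries. Fold changes are on the log2 scale with a standard error (SE) derived from the test's F statistic, and adjusted p is Benjamini-Hochberg adjusted over all 14838 genes. Gene lists, drawn up without MSigDB's sets, were scored with fgsea on DESeq2's Wald statistics, which gives a normalized enrichment score (NES). A list's adjusted p with an estimated correlation comes from camera, which then allows for genes of a list varying together between libraries.

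The libraries of a group were not alike. In a principal component analysis, the component with the largest share of the variance (43.1%) placed vehicle replicate 1 at -68.6, vehicle replicate 3 at 82.3 and gRc replicate 3 at 84.2. The 10% of genes poorest in GC, measured against the 10% richest in it, also differed between libraries of 1 group, by log2 values from -0.87 in vehicle replicate 1 to 0.30 in vehicle replicate 3. Nothing in the labels or the paper says whether the 3 libraries of a group came from separate cultures grown on separate days.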

H_2_O_2_ treatment significantly upregulated the expression of genes associated with oxidative stress-induced cell death and apoptosis (Figure 5A,B). However, pretreatment with gRc prior to H_2_O_2_ treatment resulted in the downregulation of these genes, indicating its potential to mitigate cell death caused by H_2_O_2_-induced oxidative stress. 

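The stress and death genes Atf3, Ddit3, Bcl2l11, Hmox1 and Gdf15 rose with H_2_O_2_. Atf3, a stress-induced transcription factor, stood at 4.70 ± 0.489 CPM with vehicle and at 71.2 ± 3.19 CPM with H_2_O_2_ (SD, n = 3 each), a log2 fold change of 3.92 (SE 0.20, adjusted p = 3.20e-06) from edgeR. Ddit3, which encodes the pro-apoptotic transcription factor CHOP, rose from 14.9 ± 3.01 to 92.5 ± 10.2 CPM, a log2 fold change of 2.63 (SE 0.22, adjusted p = 7.33e-05) from edgeR. Bcl2l11, which encodes the death-promoting BCL2 relative BIM, rose from 6.54 ± 0.683 to 21.5 ± 0.513 CPM, by 1.72 on the log2 scale (SE 0.16, adjusted p = 0.000128 from edgeR). Hmox1, whose product heme oxygenase protects against oxidants, rose from 37.3 ± 20.7 to 275 ± 56.8 CPM, and Gdf15, a secreted stress signal, from 4.95 ± 0.465 to 100.0 ± 9.58 CPM, with adjusted p of 0.00111 and 2.03e-07 from edgeR. On GRCm38, Atf3 lies on chromosome 1 from 191170296 to 191218039, Ddit3 on chromosome 10 from 127290774 to 127296288, Bcl2l11 on chromosome 2 from 128126038 to 128162547, and Hmox1 and Gdf15 on chromosome 8 from 75093621 to 75100589 and from 70629393 to 70632456.

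Of 123 measured apoptosis genes, 17 rose, 4 fell and 102 did not pass the test (17 and 4 when adjusted over the list alone). Those that rose include the death promoters Bbc3 (1.5, SE 0.36), Apaf1 (0.97, SE 0.16), Tnfrsf10b (1.22, SE 0.17) and Bid (0.41, SE 0.12), and also Mdm2 (2.10, SE 0.26), a negative regulator of p53, and the cyclin genes Ccnd1 (0.64, SE 0.15) and Ccnd2 (1.26, SE 0.21). Those that fell are the survival gene Bcl2 (-1.25, SE 0.21), the death promoters Bmf (-1.13, SE 0.17) and Map3k5 (-1.18, SE 0.36), and the thioredoxin inhibitor Txnip (-0.75, SE 0.15). The NES of the list was 1.73 (adjusted p = 0.000972 from fgsea), its median log2 fold change was 0.09, with 68 of 123 values above 0, and its adjusted p was 0.0278 with an estimated correlation. Of 93 genes that regulate cell death induced by oxidative stress, 13 rose, 5 fell and 75 did not pass (13 and 7 when adjusted over the list alone). Those that rose include Hmox1, the stress-induced antioxidant gene Sesn2 (2.59, SE 0.25), the peroxidase gene Prdx1 (0.75, SE 0.20) and Atf4 (1.45, SE 0.24), the transcription factor of the integrated stress response. Hmox1, Sesn2 and Prdx1 protect cells from oxidants. Those that fell include Map3k5, the kinase gene Lrrk2 (-0.66, SE 0.12) and the receptor genes Gpr37 (-1.52, SE 0.42) and Fzd1 (-0.54, SE 0.16). This list had an NES of 1.46 (adjusted p = 0.0397 from fgsea), a median of 0.11 with 53 of 93 values above 0, and an adjusted p = 0.168 with an estimated correlation.

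Over all 14838 genes, 1159 rose and 1164 fell, 531 in each direction by at least 2-fold, and the groups did not overlap for 4609 genes (31.1%, where chance gives 10%). DESeq2 called 3081 genes. The call for the second list was lost with camera's preset correlation (adjusted p = 0.0696) and with a correction for GC content chosen after seeing the data (0.0769), within a range of 0.00543 to 0.168 over its alternatives set beforehand with all libraries kept. The 2323 genes became 1412, 1353 and 1267 without H_2_O_2_ replicates 1, 2 and 3, and 739 when only the 2 groups were fitted, and 1492 with limma on log2(TPM + 0.5).

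**Figure D1:**
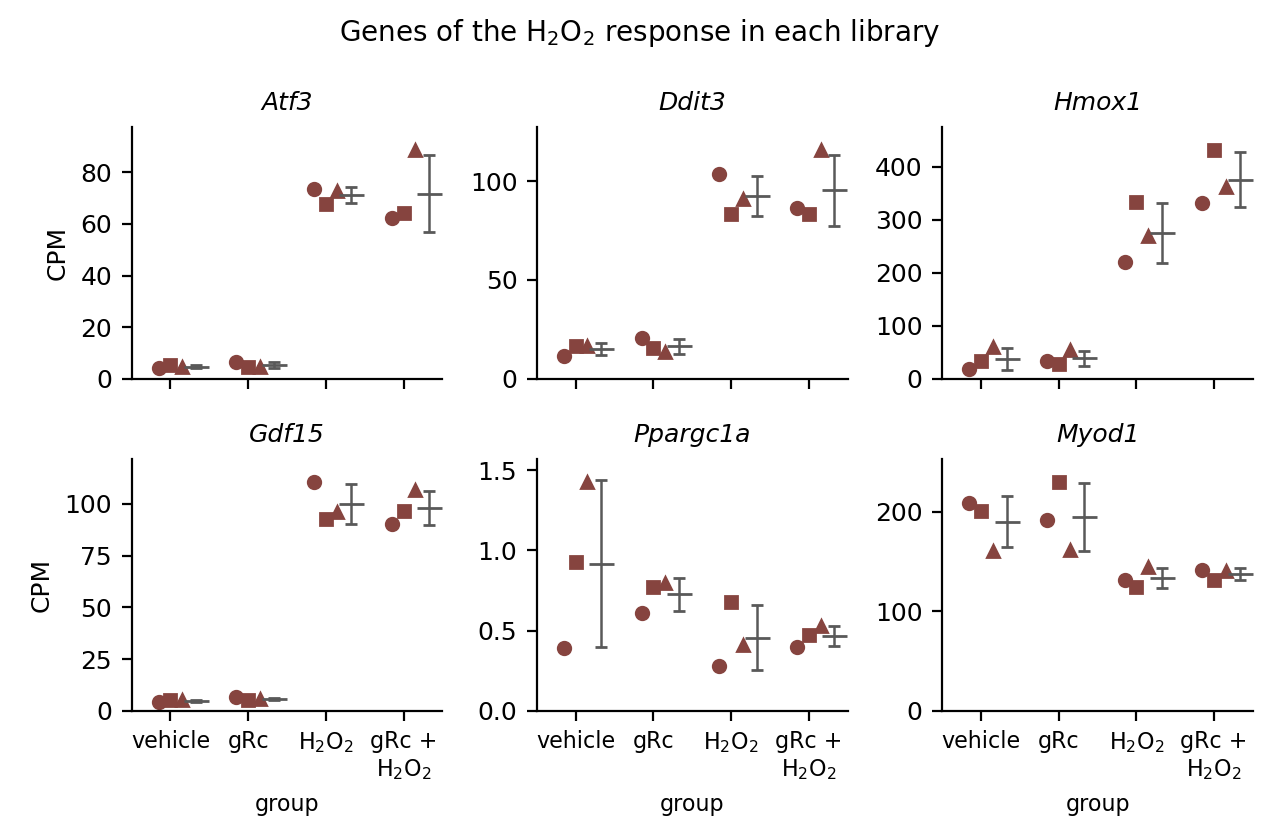
TMM-normalized CPM (y axis) of 6 genes in the 4 groups (x axis), with circles, squares and triangles for replicates 1, 2 and 3 and grey bars for the mean ± SD (n = 3). Atf3, Ddit3, Hmox1 and Gdf15 stood higher in every library with H_2_O_2_ than in every library without it, while Ppargc1a stayed under 2 CPM.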

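With gRc before H_2_O_2_, the means of Atf3, Ddit3, Bcl2l11 and Gdf15 lay close to those with H_2_O_2_ alone, though equivalence was not tested. Atf3 was at 71.7 ± 14.8 CPM (SD, n = 3), a log2 fold change against H_2_O_2_ of 0.01 (SE 0.18, unadjusted p = 0.953 from edgeR). Ddit3 was at 95.2 ± 17.9 CPM (0.04, SE 0.21), Bcl2l11 at 21.7 ± 0.962 CPM (0.01, SE 0.16) and Gdf15 at 97.9 ± 8.21 CPM (-0.03, SE 0.13). Mdm2 had a log2 fold change of -0.12 (SE 0.25) and Hmox1, at 376 ± 51.2 CPM, of 0.45 (SE 0.37). Values below 0 were measured for the death promoter Bbc3 (-0.30, SE 0.35), the growth arrest gene Gadd45a (-0.40, SE 0.38) and the glutathione peroxidase gene Gpx1 (-0.56, SE 0.27), with unadjusted p of 0.423, 0.314 and 0.0604 from edgeR. Values above 0 were measured for the death-promoting kinase gene Map3k5 (0.65, SE 0.36, unadjusted p = 0.0979 from edgeR) and for Cycs (0.41, SE 0.24), whose product cytochrome c activates caspases once released from mitochondria. Mdm2 lies on chromosome 10 of GRCm38 from 117688875 to 117710758.

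Of the 17 apoptosis genes that rose with H_2_O_2_, 5 had a log2 fold change below 0 in gRc + H_2_O_2_ against H_2_O_2_, with a median of 0.03, and of the 4 that fell, 3 were above 0. Of the 13 genes of oxidative stress-induced cell death that rose, 5 were below 0, with a median of 0.09, and of the 5 that fell, 3 were above 0. The comparison shares its H_2_O_2_ libraries with the one against vehicle, so noise in them moves the values of such genes in opposite directions. None of the 123 and 93 genes of the lists passed the test, over all genes or when adjusted over the list alone. The NES was -0.96 for apoptosis (adjusted p = 0.723 from fgsea, 61 of 123 values above 0) and -1.09 for oxidative stress-induced cell death (adjusted p = 0.605, 48 of 93 above 0). The former score was 0.90 with the replicate number as a block. The latter goes against the sign of its median of 0.01, and it was 1.02 without H_2_O_2_ replicate 2.

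Over all genes, 0 of 14838 passed an adjusted p of 0.05 with edgeR, with 122 at an unadjusted p under 0.05 (0.822%) and a smallest adjusted p of 0.922. A calibrated test of unchanged genes would put a share of about 0.05 there, so the test was conservative in this comparison. The count of 0 therefore does not show that no gene changed. DESeq2 called 2, the pseudogene Gm7645 and the antisense transcript Gm20463, named after their values were seen. Gm7645 was at 0 CPM in the 3 gRc + H_2_O_2_ libraries and Gm20463 in the 3 H_2_O_2_ libraries. The genes with the smallest p among those above an average log2 CPM of 2 included Dhrs3, a retinal reductase gene (0.56, SE 0.16, unadjusted p = 0.00426), Tmem252 (0.67, SE 0.22) and Cmklr1, the chemerin receptor gene (-0.52, SE 0.19), from edgeR. The groups did not overlap for 2272 genes (15.3%, against 10% by chance). In simulated libraries of this size, the test recovered 28 of 100 genes changed 2-fold and 76 of 99 changed 4-fold.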

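Transcripts of the mitochondrial genome stood higher in gRc + H_2_O_2_ than in H_2_O_2_. All 13 of its protein-coding genes had a log2 fold change above 0, with a median of 1.16 and an NES of 2.10 (adjusted p = 0.00447 from fgsea, and adjusted p = 0.941 with an estimated correlation). In edgeR's test of single genes 0 of them passed. The complex I gene mt-Nd6 was at 49.7 ± 19.9 CPM (SD, n = 3) against 23.9 ± 11.9 CPM in H_2_O_2_, a log2 fold change of 1.05 (SE 0.71, unadjusted p = 0.167 from edgeR), and the cytochrome oxidase gene mt-Co1 had 1.21 (SE 1.19). These mRNAs took 0.254%, 0.401% and 0.119% of the counts in gRc + H_2_O_2_ replicates 1, 2 and 3, and 0.0823%, 0.167% and 0.0692% in the H_2_O_2_ replicates. The groups overlapped, and each gRc + H_2_O_2_ library had a larger share than the H_2_O_2_ library of its number, while the mean log2 CPM of the mRNAs was lower in gRc + H_2_O_2_ replicate 3 (3.56) than in H_2_O_2_ replicate 3 (3.94). With the replicate number as a block the list's adjusted p was 0.00340 from fgsea. The mitochondrial rRNAs took 2.13%, 2.75% and 1.56% against 0.715%, 1.93% and 0.939%, also larger at each number. The list's adjusted p from fgsea was 0.674 without gRc + H_2_O_2_ replicate 2 and 0.136 after a correction for GC content chosen after seeing the data, within a range of 0.000557 to 0.963 over its alternatives set beforehand with all libraries kept.

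Nuclear genes of the respiratory chain had values of both signs. Among the smallest p were Atp5g3, which encodes subunit c of the ATP synthase, at 157 ± 7.64 against 242 ± 85.3 CPM (-0.63, SE 0.30, unadjusted p = 0.0572 from edgeR), Ndufb9 of complex I, at 127 ± 18.3 against 209 ± 83.3 CPM (-0.71, SE 0.35, unadjusted p = 0.0676), and Ndufb2 of complex I (0.47, SE 0.28, unadjusted p = 0.114). Of 96 genes of the electron transport chain and oxidative phosphorylation, 57 were above 0 with a median of 0.10, while the NES had the other sign, at -0.99 (adjusted p = 0.706 from fgsea). The 18 nuclear genes of the ATP synthase had a median of 0.08, a mean of -0.06, 10 values above 0 and an NES of -1.20 (adjusted p = 0.605). Mitochondrial protein complexes, with the mitochondrial ribosome and import machinery, gave 117 of 213 above 0, a median of 0.04 and an NES of -1.07 (adjusted p = 0.605), again of opposite sign. Cellular respiration, which adds the tricarboxylic acid cycle, had 75 of 121 values above 0, a median of 0.09 and an NES of 1.18 (adjusted p = 0.605). In none of these lists did a gene pass the test, over all genes or when adjusted over the list alone. Of the 10 members of mitochondrial protein complexes that rose with H_2_O_2_, 9 were below 0 here, with a median of -0.13. Of the 3 members that fell, 3 were above 0, with a median of 0.24. The 1 gene of oxidative phosphorylation and the 2 of respiration that fell were also above 0. Shared H_2_O_2_ libraries move such values in opposite directions by noise alone.

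Ppargc1a, the gene of PGC-1α, the coactivator that drives mitochondrial biogenesis, was at 0.467 ± 0.0642 CPM in gRc + H_2_O_2_ and 0.457 ± 0.203 CPM in H_2_O_2_ (0.01, SE 0.47, unadjusted p = 0.990 from edgeR), with 6 to 40 counts per library over the 12. Nrf1, a transcription factor of respiratory genes, was at 30.3 ± 0.547 CPM (0.12, SE 0.14), and Tfam, which packages and transcribes mitochondrial DNA, at 52.8 ± 3.96 CPM (-0.07, SE 0.16). Of 37 regulators of mitochondrial biogenesis, 23 were above 0 and none passed (NES 1.48, unadjusted p = 0.0416 and adjusted p = 0.35 from fgsea). Ppargc1a lies on chromosome 5 of GRCm38 from 51454250 to 51567726, Nrf1 on chromosome 6 from 30047988 to 30153458 and Tfam on chromosome 10 from 71225464 to 71238280.

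The sign of these scores turned with the model and with single libraries. That of oxidative phosphorylation was 1.47 with DESeq2 on only the 2 groups compared, 1.16 with the replicate number as a block and 1.13 with no filter, and that of mitochondrial protein complexes was 1.36 with the first of these. That of oxidative phosphorylation was 1.48 without H_2_O_2_ replicate 1, 1.0 without H_2_O_2_ replicate 2, 0.99 without gRc + H_2_O_2_ replicate 3 and -1.50 without H_2_O_2_ replicate 3, and that of mitochondrial protein complexes was 1.42, 1.09, 1.07 and -1.52 (adjusted p = 0.0304 from fgsea) without the same libraries. Respiration passed the threshold with DESeq2 on only the 2 groups compared (NES 1.56, adjusted p = 0.0457) and without H_2_O_2_ replicate 1 (1.65, adjusted p = 0.0143). With all libraries kept its adjusted p ranged from 0.0457 to 0.963 over the alternatives set beforehand, and leaving out 1 library gave 0.0143 to 0.802 from fgsea. Its score reached -1.32 without H_2_O_2_ replicate 3.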

Remarkably, gRc pretreatment significantly upregulated the expression of genes involved in mitochondrial biogenesis, including those associated with the mitochondrial protein complex, electron transport chain of the oxidative phosphorylation system in mitochondria, and ATP synthesis (Figure 5A,B). In contrast, these genes were downregulated by H_2_O_2_ treatment alone. Moreover, gRc pretreatment enhanced pathways related to myogenesis and muscle cell proliferation/differentiation, which were reduced by H_2_O_2_ (Figure 5A,B). Collectively, these results provide strong evidence supporting the effective mitigation of oxidative stress-induced muscle damage by gRc through the regulation of mitochondrial biogenesis and facilitation of muscle proliferation in skeletal muscle cells.

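With H_2_O_2_ alone, a mitochondrial mRNA fell and the mitochondrial ribosomal RNAs rose. The complex I subunit gene mt-Nd6 fell from 315 ± 255 CPM with vehicle (SD, n = 3) by 3.71 on the log2 scale (SE 0.78, adjusted p = 0.00934 from edgeR). Without 1 library its log2 fold change ran from -4.20 (H_2_O_2_ replicate 2 left out) to -2.94 (vehicle replicate 3 left out). The ribosomal RNAs mt-Rnr1 and mt-Rnr2 rose, from 274 ± 269 to 4419 ± 2324 CPM and from 1008 ± 564 to 7897 ± 3983 CPM. Their log2 fold changes were 4.01 (SE 0.92, adjusted p = 0.0139 from edgeR) and 2.97 (SE 0.60, adjusted p = 0.00772), and mt-Rnr2 was chosen after its values were seen. That of mt-Rnr1 ran from 3.49 (H_2_O_2_ replicate 2 left out) to 5.11 (vehicle replicate 3 left out). The other complex I genes mt-Nd5 (-3.70, SE 1.19, adjusted p = 0.0594), mt-Nd4l (-3.48, SE 1.16, adjusted p = 0.0680) and mt-Nd3 (-5.86, SE 2.01, adjusted p = 0.0746) did not pass edgeR's test. All 13 mitochondrial mRNAs were below 0, with a median of -3.88, 1 past the threshold and 12 when adjusted over the list alone (NES -2.02, adjusted p = 0.000456 from fgsea, and adjusted p = 0.533 with an estimated correlation). On the mitochondrial genome of GRCm38, mt-Rnr1 spans 70 to 1024, mt-Rnr2 1094 to 2675, mt-Nd5 11742 to 13565 and mt-Nd6, on the other strand, 13552 to 14070, so reads at the end shared by mt-Nd5 and mt-Nd6 are uncertain. The mRNAs took 0.0576%, 0.624% and 4.30% of the counts in vehicle replicates 1, 2 and 3 and 0.457%, 0.447% and 4.23% in the gRc replicates, so vehicle replicate 1 lay under all 3 H_2_O_2_ libraries. The rRNAs took 0.0427% to 0.222% with vehicle and 0.715% to 1.93% with H_2_O_2_. The widest 95% Wilson interval of these shares spans 0.0154 percentage points, which covers counting error only.

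Subunit genes of the respiratory chain in the nucleus did not pass the test, in any of complexes I to V. Median log2 fold changes were -0.02 for complex I (36 genes), -0.24 for complex II (4), -0.28 for complex III (9), -0.36 for complex IV with cytochrome c (16) and -0.10 for the ATP synthase (18). Their NES were -0.89, -0.81, -1.12 and -0.63 for complexes I, III, IV and V (adjusted p = 0.679, 0.746, 0.386 and 1.0 from fgsea). Nuclear and mitochondrial subunits together, 96 genes, had 1 that fell, mt-Nd6, and 0 when adjusted over the list alone (median -0.19, 26 above 0). The NES was -1.60 (adjusted p = 0.00517 from fgsea, and adjusted p = 0.553 with an estimated correlation). Respiration, 121 genes, also held Pdk2, a kinase that inhibits pyruvate dehydrogenase, which fell by 0.78 (SE 0.21, adjusted p = 0.0302 from edgeR). Its NES was -1.63 (adjusted p = 0.00214, and adjusted p = 0.553 with an estimated correlation). Both calls were lost without vehicle replicate 3 (adjusted p = 0.908 and 0.547 from fgsea), and with the genes of the mitochondrial genome left out, a setting chosen after seeing the data (0.297 and 0.128). With all libraries kept, their alternatives set beforehand ranged from 0.00117 to 0.553 and from 0.000107 to 0.553.

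Among mitochondrial protein complexes, 10 genes rose, 3 fell and 200 did not pass (7 and 2 when adjusted over the list alone), with an NES of -0.58 (adjusted p = 1.0 from fgsea). Those that rose include the chaperone genes Hspd1 (1.31, SE 0.26) and Hspa9 (1.32, SE 0.28), the import genes Timm8a1 (1.19, SE 0.13) and Timm10 (1.01, SE 0.31), and Mrps18b of the mitochondrial ribosome (0.77, SE 0.19). Those that fell are mt-Nd6, the mitochondrial ribosome gene Mrpl55 (-0.64, SE 0.14) and the import gene Timm21 (-0.53, SE 0.16). Of 37 regulators of mitochondrial biogenesis, 9 rose, 1 fell and 27 did not pass (9 and 1 when adjusted over the list alone), with an NES of 1.63 (adjusted p = 0.0322 from fgsea, and adjusted p = 0.105 with an estimated correlation). After the GC correction, chosen after seeing the data, its adjusted p from fgsea was 0.0540, where the alternatives set beforehand ranged from 0.000699 to 0.105. Nrf1 rose from 18.4 ± 2.15 to 27.8 ± 1.68 CPM, by 0.60 (SE 0.14, adjusted p = 0.0143 from edgeR), and Tfam from 33.3 ± 4.97 to 55.4 ± 3.73 CPM, by 0.73 (SE 0.16, adjusted p = 0.0100 from edgeR). The PGC-1-related coactivator gene Pprc1 rose by 0.80 (SE 0.13), the mitochondrial DNA helicase gene Twnk by 1.29 (SE 0.18) and Myc by 1.99 (SE 0.26), while the nuclear receptor coactivator gene Ncoa1 fell by 0.68 (SE 0.20). Ppargc1a had -1.0 (SE 0.45, adjusted p = 0.163 from edgeR), at 0.916 ± 0.519 CPM with vehicle, and an adjusted p of 0.0329 without vehicle replicate 1. Without 1 library, the call was lost for Nrf1 (H_2_O_2_ replicate 2, adjusted p = 0.0569), Tfam (H_2_O_2_ replicate 1, 0.0505) and mt-Rnr1 (vehicle replicate 2, 0.0520), and it was lost for all 3 when only the 2 groups were fitted (0.0956, 0.0624 and 0.0605 from edgeR). Over the alternatives set beforehand the adjusted p reached 0.243, 0.0775 and 0.0605.

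**Figure D2:**
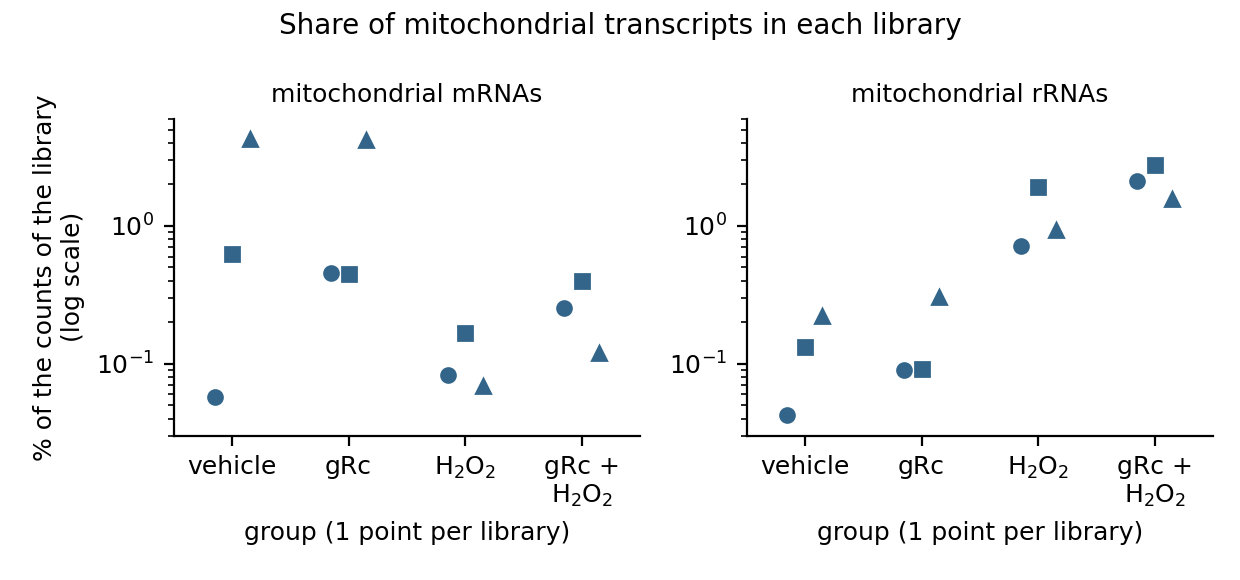
Share of each library's counts (y axis, log scale) taken by mitochondrial mRNAs and by mitochondrial rRNAs in the 4 groups (x axis), 1 point per library, with circles, squares and triangles for replicates 1, 2 and 3. The mRNAs ranged from 0.0576% to 4.30% within the vehicle group, and the rRNAs were higher in every library with H_2_O_2_ than in every library without it.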

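Several regulators and structural genes of muscle were lower with H_2_O_2_ than with vehicle and stood near the same level with gRc + H_2_O_2_. Igf1, a growth factor that promotes muscle growth, fell from 23.2 ± 3.26 to 5.90 ± 0.814 CPM (SD, n = 3 each), by 1.97 on the log2 scale (SE 0.19, adjusted p = 0.000145 from edgeR), and was at 6.30 ± 0.551 CPM with gRc + H_2_O_2_ (0.09 against H_2_O_2_, SE 0.19). Cdon, a surface receptor that promotes myoblast differentiation, fell from 400.1 ± 62.0 to 134 ± 9.98 CPM, by 1.58 (SE 0.17, adjusted p = 0.000289 from edgeR), and was at 138 ± 8.07 CPM with gRc + H_2_O_2_ (0.04, SE 0.17). The dystrophin gene Dmd had -1.31 (SE 0.19, adjusted p = 0.00133 from edgeR) and then -0.09 (SE 0.19). Myod1, the transcription factor of myogenic commitment, fell from 190.3 ± 25.7 to 133 ± 10.2 CPM, by 0.51 (SE 0.16, adjusted p = 0.0493 from edgeR), and was at 138 ± 5.60 CPM with gRc + H_2_O_2_ (0.05, SE 0.16). On GRCm38, Igf1 lies on chromosome 10 from 87858265 to 87937042, Cdon on chromosome 9 from 35421128 to 35507652 and Myod1 on chromosome 7 from 46376474 to 46379099.

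Of 146 myogenesis genes, 2 rose, 11 fell and 133 did not pass with H_2_O_2_ (0 and 2 when adjusted over the list alone), with a median of -0.26 (NES -1.84, adjusted p = 4.14e-05 from fgsea, and adjusted p = 0.317 with an estimated correlation). Besides Myod1 and Dmd, the fast myosin gene Myh4 (-0.61, SE 0.18), the nebulin gene Neb (-1.03, SE 0.29), Myf6 (-1.15, SE 0.28), another myogenic transcription factor, and the laminin gene Lama2 (-0.82, SE 0.14) fell, and the chaperone gene Hspb8 (1.07, SE 0.25) and the leiomodin gene Lmod2 (0.59, SE 0.17) of the thin filament rose. Of 65 positive regulators of muscle differentiation, 4 rose, 9 fell and 52 did not pass (5 and 9 when adjusted over the list alone), with a median of -0.29 (NES -1.62, adjusted p = 0.00982, and adjusted p = 0.122 with an estimated correlation). Igf1, Cdon and the kinase gene Map2k6 (-1.53, SE 0.27) fell, and the growth factor gene Fgf9 (1.32, SE 0.25), the kinase gene Gsk3b (0.60, SE 0.16), the transcription factor gene Tbx1 (0.71, SE 0.15) and the fatty acid receptor gene Ppard (0.68, SE 0.19) rose. Of 104 genes of muscle cell proliferation, 11 rose, 13 fell and 80 did not pass (11 and 13 when adjusted over the list alone; NES -1.16, adjusted p = 0.237). Those that rose include Myc and Ccnd1, and those that fell include the cell cycle genes Cdk2 (-0.88, SE 0.22) and Foxm1 (-0.73, SE 0.15) and the satellite cell gene Pax7 (-1.27, SE 0.22). Of 49 positive regulators of muscle hypertrophy, 4 rose, 4 fell and 41 did not pass (4 and 4 when adjusted over the list alone; NES -1.05, adjusted p = 0.449). Those that fell are Igf1, its receptor gene Igf1r (-0.46, SE 0.14), the anchoring protein gene Akap6 (-0.58, SE 0.15) and the endothelin receptor gene Ednra (-1.13, SE 0.17), and those that rose are the translation repressor gene Eif4ebp1 (1.24, SE 0.19), the deacetylase gene Hdac4 (0.93, SE 0.18), Nr4a3 (1.19, SE 0.29), which encodes a nuclear receptor, and Gsk3b. Of the atrophy ligase genes, Trim63 rose from 33.9 ± 2.81 to 51.2 ± 5.47 CPM, by 0.60 (SE 0.16, adjusted p = 0.0317 from edgeR), and Fbxo32 had -0.07 (SE 0.13). In gRc + H_2_O_2_ against H_2_O_2_, Trim63 had -0.03 and Fbxo32 -0.14, and neither passed edgeR's test.

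Between gRc + H_2_O_2_ and H_2_O_2_, 0 genes of the 4 lists passed edgeR's test, over all genes or when adjusted over the list alone. The NES were -1.12 for myogenesis, 1.05 for differentiation, 1.11 for proliferation and 1.3 for hypertrophy (adjusted p = 0.605, 0.610, 0.605 and 0.603 from fgsea), with 66 of 146, 42 of 65, 60 of 104 and 34 of 49 values above 0. Of the members that fell with H_2_O_2_, 5 of 11, 6 of 9, 7 of 13 and 3 of 4 were above 0, with medians of -0.07, 0.04, 0.09 and 0.11. Of the members that rose, 1 of 2, 0 of 4, 3 of 11 and 1 of 4 were below 0, with medians of -0.14, 0.06, 0.07 and 0.03. The comparison shares the H_2_O_2_ libraries. Mymk, whose product fuses myoblasts, had 0.50 (SE 0.34, unadjusted p = 0.170 from edgeR), the Notch target gene Hey1 -0.49 (SE 0.22, unadjusted p = 0.0457) and Nr4a3 0.54 (SE 0.29, unadjusted p = 0.0847). The calls for Myod1 and Myh4 were lost without any 1 library but vehicle replicate 3 (adjusted p from 0.0875 to 0.167 and from 0.0875 to 0.171 from edgeR), and that for Trim63 without any but vehicle replicate 1 (0.0564 to 0.149). With all libraries kept, those for Myod1 and Myh4 were lost with DESeq2's size factor method in edgeR, no filter, only the groups compared, the replicate number as a block and limma on log2(TPM + 0.5) (adjusted p from 0.0569 to 0.125 and from 0.0517 to 0.124). That for Trim63 was lost with no filter, only the groups compared, effective-length offsets and limma (0.0510 to 0.0853). Myogenesis between gRc + H_2_O_2_ and H_2_O_2_ passed the threshold without gRc + H_2_O_2_ replicate 3 (NES -1.96, adjusted p = 0.000126 from fgsea) and turned to 1.14 without gRc + H_2_O_2_ replicate 1.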

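The response to H_2_O_2_ largely overlapped without and with gRc. Of the genes that changed in H_2_O_2_ against vehicle, 890 also rose and 899 also fell in gRc + H_2_O_2_ against gRc, where 87.7 and 94.8 are expected of independent lists, and 0 changed in opposite directions. Genes that rose with H_2_O_2_ had median log2 fold changes of 0.94 without gRc and 0.86 with it, and genes that fell had -0.96 and -0.90. Igf1 had -2.0 (SE 0.19) in gRc + H_2_O_2_ against gRc, Ddit3 2.53 (SE 0.22), Hmox1 3.28 (SE 0.40) and mt-Nd6 -2.53 (SE 0.74). Across the 14838 genes, which are not independent replicates, the fold changes of the 2 comparisons correlated with r = 0.781 (jackknife SE 0.224 over libraries), and r was 0.540 without gRc replicate 3. The replicate numbers pair vehicle with gRc libraries, and noise shared by such pairs raises r and the overlap without any effect of H_2_O_2_. Simulated libraries without group effects and without this pairing gave a mean r of -0.0033, so how much of r the pairing gives is not known. The counts of changed genes were 2332 in gRc + H_2_O_2_ against gRc and 2588 in gRc + H_2_O_2_ against vehicle. The former became 1380 without gRc replicate 1 and 1269, 1186 and 1269 without gRc + H_2_O_2_ replicates 1, 2 and 3, and the latter 1351, 1294 and 1419 without gRc + H_2_O_2_ replicates 1, 2 and 3.

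A reversal of the response by gRc was measured as the relation of the fold changes in gRc + H_2_O_2_ against H_2_O_2_ to those in H_2_O_2_ against vehicle. Of 1159 genes that rose with H_2_O_2_, 657 were below 0 with gRc, and of 1164 that fell, 667 were above 0. Across all genes r was -0.272 (jackknife SE 0.419), and it was 0.0299 without vehicle replicate 3. Because the comparisons share the H_2_O_2_ libraries, simulated libraries without group effects, also made without the pairing, gave r of -0.505 (-0.554 to -0.467 in 20 simulations) and a covariance of -0.0919, beside -0.0917 in the data. Pairs of H_2_O_2_ replicates differed less (chi-square per degree of freedom 29.3 to 69.4) than pairs of vehicle replicates (184 to 455). Whether the simulated H_2_O_2_ libraries vary as little was not tested. The near-equal covariances therefore do not show that noise alone gives the relation. For the difference between the H_2_O_2_ effect with and without gRc, 0 genes passed with edgeR, with 87 at an unadjusted p under 0.05, and DESeq2 called 1, the pseudogene Gm7645, named after its values were seen. For gRc against vehicle, 0 passed with edgeR, with 74 at an unadjusted p under 0.05 (0.499%). This number and the 87 above are fewer than a calibrated test of unchanged genes would give. For gRc against vehicle DESeq2 called 0. Among genes above an average log2 CPM of 2, those with the smallest p in that comparison included the predicted gene Gm45140 (-1.27, SE 0.38, unadjusted p = 0.00658 from edgeR), Epha4, an ephrin receptor gene (0.43, SE 0.15, unadjusted p = 0.0133 from edgeR), and Sfrp2, a WNT inhibitor gene (-0.73, SE 0.28), and the groups did not overlap for 239 genes (1.61%, against 10% by chance).

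From the enrichment scores in Fig. 5, the paper concludes that there is strong evidence for a mitigation by gRc of muscle damage from oxidative stress, through mitochondrial biogenesis and the proliferation of muscle cells. It states that H_2_O_2_ raised genes of cell death and lowered those of mitochondria and myogenesis, and that gRc before H_2_O_2_ moved each group the other way.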

## 4. Discussion

Excessive production of ROS is known as oxidative stress. Oxidative stress results from an imbalance between the production and accumulation of ROS and protective antioxidant systems of the body. Superoxide anion (·O_2_−) and hydroxyl radical (·OH) are highly unstable species with unpaired electrons and are the most active free radicals capable of initiating oxidation and producing further ROS, including H_2_O_2_, hypochlorous acid (HOCl), and peroxynitrite (ONOO−). Adequate ROS levels play a key physiological role as mediators of intracellular signal transduction. However, when produced in excess, ROS have a direct harmful effect on biological structures such as proteins, lipids, and nucleic acids, resulting in severe damage to cells and tissues. Endogenous ROS are mainly by-products of oxygen metabolism, whereas exogenous ROS are triggered by various environmental stresses, including radiation, drugs, smoking, heavy metals, and chronic inflammation [11,12,33].

Mitochondria contribute to the ATP synthesis and biosynthesis of nucleic acids, lipids, amino acids, purines, and steroids. Furthermore, they control intracellular Ca^2+^ homeostasis, and are involved in cell division and programmed cell death [9]. Free radicals and superoxide anions are produced in the mitochondria during oxidative metabolism and mitochondrial respiration. When oxidative stress caused by ROS generation overwhelms the mitochondrial antioxidant defense system, it causes mitochondrial DNA damage and mitochondrial dysfunction, which in turn causes biomolecular and cellular injury, cell death, and inflammation, and may contribute to the progression of various diseases, including neurodegenerative and cardiovascular diseases. Therefore, oxidative stress has emerged as a potent therapeutic target for disease control [7,9,10].

In healthy adults, skeletal muscle accounts for 40–50% of the total body mass, and a decrease in skeletal muscle mass decreases the quality of life and increases morbidity and mortality. Under conditions such as wasting diseases (e.g., cancer, diabetes, and sepsis), the administration of several drugs (e.g., cancer chemotherapy, glucocorticoids, and statins), aging, and prolonged immobilization (e.g., fractures and surgical interventions), skeletal muscle loss proceeds through a multifactorial process [5]. Mitochondrial dysfunction is a common denominator of skeletal muscle loss. Therefore, studies on promoting muscle differentiation and function and suppressing muscle loss by enhancing mitochondrial function have been conducted. The fruit extract of *Lycium chinense* and its bioactive compound, betaine, were found to significantly increase the expression of mitochondrial biogenesis-regulating factors such as PGC-1α, Sirt-1, NRF-1, and TFAM. They also enhanced the differentiation of C2C12 cells and increased ATP content and glucose uptake in C2C12 myotubes [34]. Schisandrin A, an active dibenzocyclooctadiene lignan derived from the fruits of *Schisandra chinensis*, effectively blocked H_2_O_2_-induced ROS accumulation, attenuated DNA damage, and prevented apoptotic cell death in C2C12 myoblasts by preserving mitochondrial function [35]. In addition, various herbal extracts (e.g., *Prunus mume* fruit extract, *Moringa oleifera* leaf extract, and loquat leaf extract), traditional herbal medicines (e.g., Jakyakgamcho-Tang), and phytochemicals (e.g., morin and honokiol) exhibit beneficial effects in alleviating muscle damage under oxidative stress [27,36,37,38,39].

Ginseng root (*Panax ginseng* Meyer) has long been used as an ethnomedicinal herb. Pharmacological studies have demonstrated that ginseng possesses diverse bioactive properties, including anti-stress, anti-inflammatory, anti-cancer, anti-aging, and anti-diabetic effects [13,16]. Ginseng contains several bioactive components including ginsenosides. To date, more than a hundred ginsenosides have been extracted from the various parts of ginseng. Among them, the major glycosylated ginsenosides, such as Rb1, Rb2, Rc, Rd, Re, and Rg1, are the most abundant, constituting more than 80% of the total ginsenosides. Several studies have demonstrated the efficacy of ginsenosides for improving mitochondrial function, inhibiting muscle loss, and enhancing muscle function. Rg1 was found to promote myogenic differentiation in C2C12 cells by activating the promyogenic kinases Akt and p38 MAPK. Additionally, Rg1 effectively prevented dexamethasone-induced myotube degradation by activating the Akt/mTOR pathway. Rb1 and Rb2 have also been reported to upregulate myotube growth and myogenic differentiation, suggesting that they may prevent and treat age-related muscle atrophy [17,18,19,20,22,23,40,41]. Unlike these ginsenosides, in our study, gRc did not promote myogenic differentiation in regard to myotube formation and MyHC expression. Meanwhile, Rc suppressed t-BHP-induced ROS generation and directly scavenged superoxide free radicals in HEK293 cells [42]. In addition, Rc protected HaCaT keratinocytes against UVB-induced photooxidative damage [43].

Owing to the absence of studies on the beneficial effects of Rc on muscle cells focusing on its antioxidant efficacy, we investigated the protective effects of gRc on oxidative stress-induced mitochondrial damage, the inhibition of myoblast growth, and myotube degradation for the first time. In C2C12 myoblasts, gRc effectively suppressed H_2_O_2_-induced cytotoxicity and at 20 μM of gRc, cell viability was maintained at a level similar to that of the control cells (Figure 1). Moreover, gRc dramatically suppressed the H_2_O_2_-induced generation of intracellular ROS as well as mitochondrial superoxide, restored PGC-1α promoter activity, and increased ATP synthesis (Figure 2). Consistent with our data, in normal and ischemia/reperfusion-injured cardiac and neuronal models, gRc promoted energy metabolism by activating the SIRT1 and PGC-1α pathway and reduced mitochondrial oxidative stress and apoptosis [44,45]. Considering the primary localization of PGC-1α in the nucleus and large structure of gRc, we speculate that the activation of the PGC-1α pathway by gRc is plausibly a consequence of its antioxidant effects rather than a direct interaction between PGC-1α and gRc. These results reinforce the protective effect of gRc against oxidative stress through the potentiation of mitochondrial biogenesis. In C2C12 myotubes, we also found that gRc exerted muscle-preserving effects by maintaining mitochondrial mass and biogenesis, inhibiting muscle proteolysis, and scavenging intracellular ROS and mitochondrial superoxide (Figure 3 and Figure 4). Furthermore, transcriptome analysis of C2C12 myotubes confirmed the protective role of gRc against H_2_O_2_-induced oxidative stress via these pathways in skeletal muscle (Figure 5). One notable drawback of our study is the lack of in vivo studies. Although our in vitro investigations have provided useful information about gRc, they cannot fully represent the complex biological systems found in living animals. Furthermore, although we examined the overall effect of gRc on muscle atrophy, no extensive and thorough investigation of the essential molecular mechanisms and complicated molecular-level interactions was conducted. Therefore, to overcome these limitations, additional research using animal models of muscle atrophy and more comprehensive transcriptome analyses are required.

## 5. Conclusions

Our findings provide pharmacological evidence of gRc to protect muscle cells against oxidative stress and enhance mitochondrial biogenesis, accompanied by the activation of the PGC-1α pathway. In a follow-up study, we will investigate the efficacy of gRc under various in vitro and in vivo muscle loss conditions (e.g., cancer cachexia, drug-induced muscle atrophy, and age-related sarcopenia) to verify whether gRc may be a potential remedy for muscle loss and muscle weakness. In addition, we plan to identify and verify critical molecular mechanisms regulated by gRc at in vitro and in vivo levels through further studies.

## Figures and Tables

**Figure 1:**
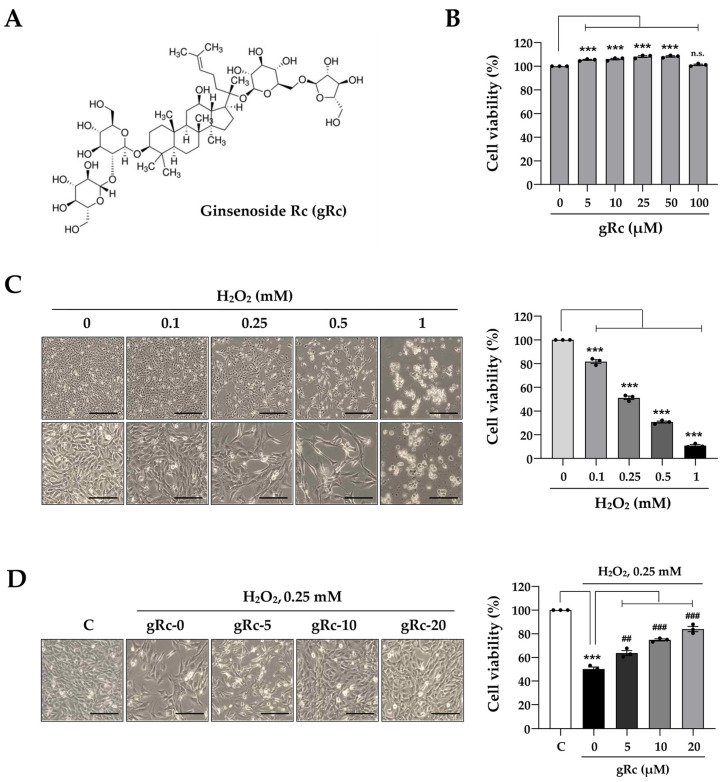
Effects of gRc on the cell viability of H_2_O_2_-treated myoblasts. (**A**) The chemical structure of ginsenoside Rc (gRc). (**B**) Myoblasts were treated with gRc up to 100 μM for 24 h and cell viability was measured. (**C**) Myoblasts were treated with H_2_O_2_ for 24 h. Morphological changes were observed under an inverted microscope and cell viability was measured. Scale bar = 100 μm. (**D**) Myoblasts were pretreated with gRc for 12 h, and then further incubated with H_2_O_2_ for 24 h. Relative cell viability compared to vehicle-treated control cells was expressed as the mean ± SEM (*n* = 3). Dots are individual values. *** *p* < 0.001 vs. vehicle-treated cells, ^##^ *p* < 0.01 and ^###^ *p* < 0.001 vs. H_2_O_2_ + vehicle-treated cells; n.s., non-significant.

**Figure 2:**
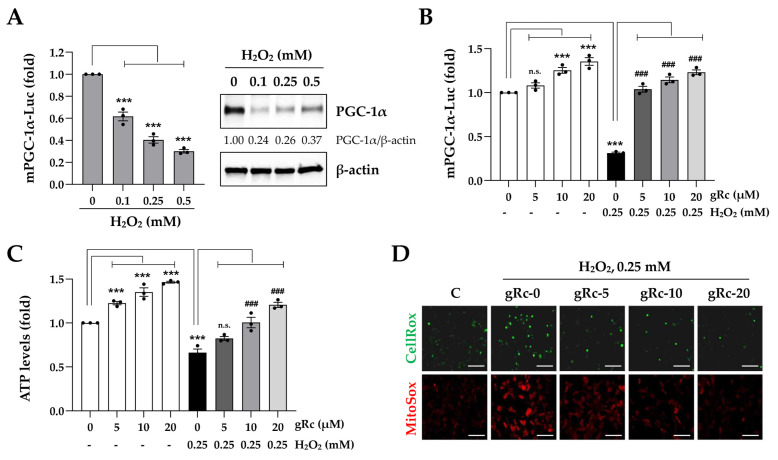
Effects of gRc on the mitochondrial biogenesis and oxidative stress in H_2_O_2_-treated myoblasts. (**A**) Myoblasts were co-transfected with mPGC-1α-Luc and β-galactosidase plasmids. After treatment with indicated concentrations of H_2_O_2_ for 24 h, luciferase activity was measured. The PGC-1α protein levels were determined by Western blotting. (**B**) After co-transfection with mPGC-1α-Luc and β-galactosidase plasmids, myoblasts were treated with gRc alone or in combination with H_2_O_2_. After normalization to β-galactosidase activity, relative mPGC-1α promoter activity was expressed as the mean ± SEM (*n* = 3). Dots are individual values. (**C**) After treatment of myoblasts with gRc alone or in combination with H_2_O_2_, ATP level was determined and presented as the mean ± SEM (*n* = 3). Dots are individual values. (**D**) Myoblasts were pretreated with gRc and then exposed to H_2_O_2_ for 6 h. Cellular ROS and mitochondrial superoxide generation was observed under a fluorescence microscope. Scale bar = 100 μm. *** *p* < 0.001 vs. vehicle-treated cells, ^###^ *p* < 0.01 vs. H_2_O_2_ + vehicle-treated cells; n.s., non-significant.

**Figure 3:**
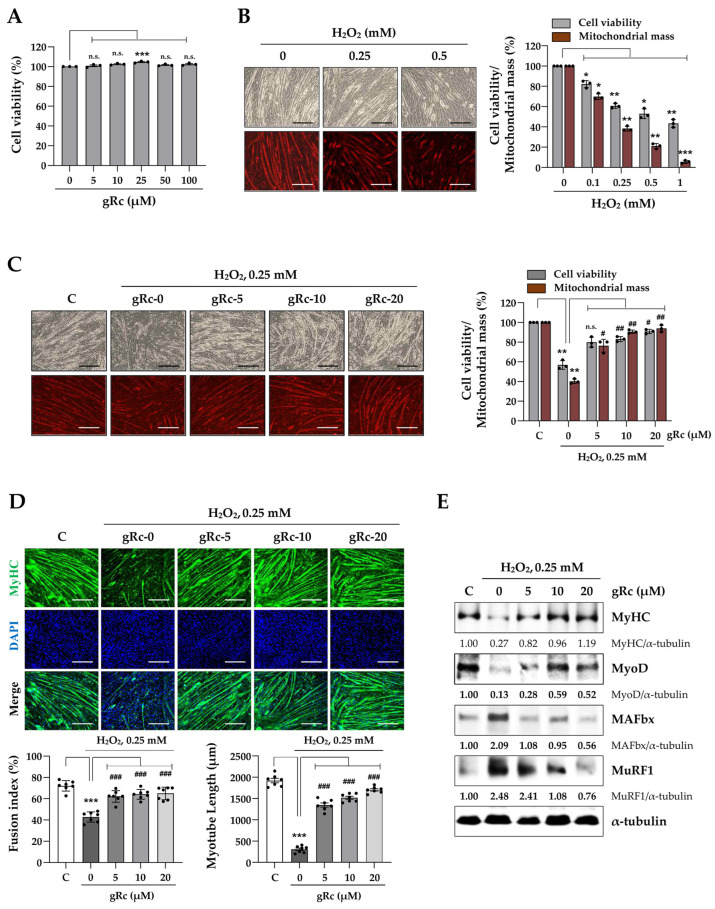
Effects of gRc on H_2_O_2_-induced degradation of myotubes. (**A**) C2C12 myotubes were treated with gRc for 24 h and cell viability was measured. (**B**) Myotubes were treated with H_2_O_2_ up to 1 mM for 24 h. Relative cell viability and mitochondrial mass compared to vehicle-treated cells were expressed as the mean ± SEM (*n* = 3). Dots are individual values. (**C**) Myotubes were pretreated with gRc for 12 h and further incubated with H_2_O_2_. After 24 h, cell viability and mitochondrial mass were determined and relative values were expressed as the mean ± SEM (*n* = 3). Dots are individual values. (**D**) Myotubes were pretreated with gRc for 12 h and then treated with H_2_O_2_. After 24 h, cells were subjected to immunofluorescence staining for MyHC (green) and DAPI (blue). Fusion index and myotube length were quantitated and presented as the mean ± SEM (*n* = 7). Dots are individual values. (**E**) Effects of gRc on the expression of MyHC, MyoD, MAFbx, and MuRF1 in H_2_O_2_-treated myotubes were determined by Western blotting. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. vehicle-treated cells, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs. H_2_O_2_ + vehicle-treated cells; n.s., non-significant. Scale bar = 100 μm.

**Figure 4:**
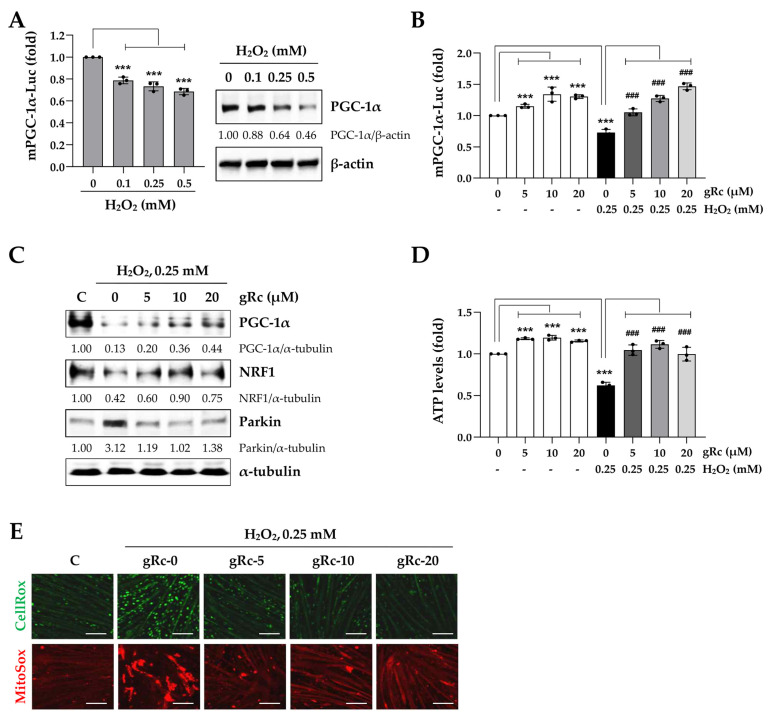
Effects of gRc on the mitochondrial biogenesis and oxidative stress in H_2_O_2_-treated myotubes. (**A**) mPGC-1α promoter activity and PGC-1α protein level in myotubes were measured after treatment with H_2_O_2_. (**B**) mPGC-1α promoter activity in myotubes was measured after treatment with gRc alone or in combination with H_2_O_2_. Relative mPGC-1α activity was expressed as the mean ± SEM (*n* = 3). Dots are individual values. (**C**) The protein levels of PGC-1α, NRF1, and Parkin in H_2_O_2_-treated myotubes were measured by Western blotting. (**D**) After treatment with gRc alone or in combination with H_2_O_2_, ATP level was determined and presented as the mean ± SEM (*n* = 3). Dots are individual values. (**E**) Myotubes were pretreated with gRc and further incubated in the presence of H_2_O_2_. After 6 h, cellular ROS (green) and mitochondrial superoxide (red) were observed under a fluorescence microscope. *** *p* < 0.001 vs. vehicle-treated cells, ^###^ *p* < 0.001 vs. H_2_O_2_ + vehicle-treated cells. Scale bar = 100 μm.

**Figure 5:**
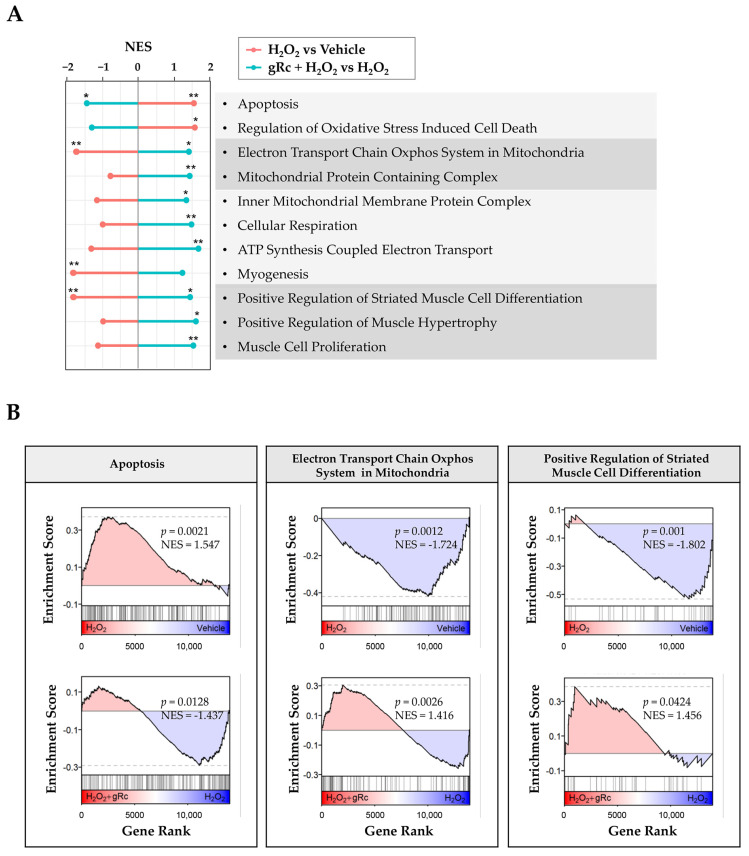
Transcriptome analysis of the effect of gRc in H_2_O_2_-treated C2C12 myotubes. (**A**) Normalized enrichment score (NES) of the gene set enrichment analysis (GSEA) results of H_2_O_2_ treatment compared to vehicle and the H_2_O_2_ + gRc treatment compared to the H_2_O_2_ treatment. The pathway terms were sourced from Gene Ontology—Biological Process (“Regulation of Oxidative Stress Induced Cell Death”, “Positive Regulation of Striated Muscle Cell Differentiation”, “ATP Synthesis Coupled Electron Transport”, “Muscle Cell Proliferation, Cellular Respiration”, and “Positive Regulation of Muscle Hypertrophy”), Gene Ontology—Cellular Component (“Mitochondrial Protein Containing Complex” and “Inner Mitochondrial Membrane Protein Complex”), Reactome (“Apoptosis” and “Myogenesis”), and WikiPathways (“Electron Transport Chain Oxphos System in Mitochondria”). * *p* < 0.05, ** *p* < 0.01. (**B**) The selected GSEA plots of H_2_O_2_ treatment compared to vehicle (top) and the H_2_O_2_ + gRc treatment compared to the H_2_O_2_ treatment (bottom).

## Data Availability

The raw sequencing data (FASTQ files) and processed count data were uploaded to the Gene Expression Omnibus under the accession number GSE198653.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12081576/s1, Figure S1: Full blot images of Western blot analysis.

## References

[1] Cho M.R., Lee S., Song S.K. (2022). A Review of Sarcopenia Pathophysiology, Diagnosis, Treatment and Future Direction. J. Korean Med. Sci..

[2] Marcell T.J. (2003). Sarcopenia: Causes, consequences, and preventions. J. Gerontol. A Biol. Sci. Med. Sci..

[3] Xia L., Zhao R., Wan Q., Wu Y., Zhou Y., Wang Y., Cui Y., Shen X., Wu X. (2020). Sarcopenia and adverse health-related outcomes: An umbrella review of meta-analyses of observational studies. Cancer Med..

[4] Larsson L., Degens H., Li M., Salviati L., Lee Y.I., Thompson W., Kirkland J.L., Sandri M. (2019). Sarcopenia: Aging-Related Loss of Muscle Mass and Function. Physiol. Rev..

[5] Jang J.Y., Kim D., Kim N.D. (2023). Pathogenesis, Intervention, and Current Status of Drug Development for Sarcopenia: A Review. Biomedicines.

[6] Hyatt H., Deminice R., Yoshihara T., Powers S.K. (2019). Mitochondrial dysfunction induces muscle atrophy during prolonged inactivity: A review of the causes and effects. Arch. Biochem. Biophys..

[7] Hyatt H.W., Powers S.K. (2021). Mitochondrial Dysfunction Is a Common Denominator Linking Skeletal Muscle Wasting Due to Disease, Aging, and Prolonged Inactivity. Antioxidants.

[8] Sena L.A., Chandel N.S. (2012). Physiological roles of mitochondrial reactive oxygen species. Mol. Cell.

[9] Bhatti J.S., Bhatti G.K., Reddy P.H. (2017). Mitochondrial dysfunction and oxidative stress in metabolic disorders—A step towards mitochondria based therapeutic strategies. Biochim. Biophys. Acta (BBA)—Mol. Basis Dis..

[10] Chen M.M., Li Y., Deng S.L., Zhao Y., Lian Z.X., Yu K. (2022). Mitochondrial Function and Reactive Oxygen/Nitrogen Species in Skeletal Muscle. Front. Cell Dev. Biol..

[11] Lian D., Chen M.M., Wu H., Deng S., Hu X. (2022). The Role of Oxidative Stress in Skeletal Muscle Myogenesis and Muscle Disease. Antioxidants.

[12] Chen M., Wang Y., Deng S., Lian Z., Yu K. (2022). Skeletal muscle oxidative stress and inflammation in aging: Focus on antioxidant and anti-inflammatory therapy. Front. Cell Dev. Biol..

[13] Leung K.W., Wong A.S. (2010). Pharmacology of ginsenosides: A literature review. Chin. Med..

[14] Lee C.H., Kim J.H. (2014). A review on the medicinal potentials of ginseng and ginsenosides on cardiovascular diseases. J. Ginseng Res..

[15] Huang Q., Gao S., Zhao D., Li X. (2021). Review of ginsenosides targeting mitochondrial function to treat multiple disorders: Current status and perspectives. J. Ginseng Res..

[16] Ratan Z.A., Haidere M.F., Hong Y.H., Park S.H., Lee J.O., Lee J., Cho J.Y. (2021). Pharmacological potential of ginseng and its major component ginsenosides. J. Ginseng Res..

[17] Dong W., Chen W., Zou H., Shen Z., Yu D., Chen W., Jiang H., Yan X., Yu Z. (2022). Ginsenoside Rb1 Prevents Oxidative Stress-Induced Apoptosis and Mitochondrial Dysfunction in Muscle Stem Cells via NF-kappaB Pathway. Oxid. Med. Cell. Longev..

[18] Lim W.C., Shin E.J., Lim T.G., Choi J.W., Song N.E., Hong H.D., Cho C.W., Rhee Y.K. (2022). Ginsenoside Rf Enhances Exercise Endurance by Stimulating Myoblast Differentiation and Mitochondrial Biogenesis in C2C12 Myotubes and ICR Mice. Foods.

[19] Kim R., Kim J.W., Lee S.J., Bae G.U. (2022). Ginsenoside Rg3 protects glucocorticoid-induced muscle atrophy in vitro through improving mitochondrial biogenesis and myotube growth. Mol. Med. Rep..

[20] Li F., Li X., Peng X., Sun L., Jia S., Wang P., Ma S., Zhao H., Yu Q., Huo H. (2017). Ginsenoside Rg1 prevents starvation-induced muscle protein degradation via regulation of AKT/mTOR/FoxO signaling in C2C12 myotubes. Exp. Ther. Med..

[21] Kim M.J., Koo Y.D., Kim M., Lim S., Park Y.J., Chung S.S., Jang H.C., Park K.S. (2016). Rg3 Improves Mitochondrial Function and the Expression of Key Genes Involved in Mitochondrial Biogenesis in C2C12 Myotubes. Diabetes Metab. J..

[22] Shi L., Fu W., Xu H., Li S., Yang X., Yang W., Sui D., Wang Q. (2022). Ginsenoside Rc attenuates myocardial ischaemic injury through antioxidative and anti-inflammatory effects. Pharm. Biol..

[23] Wang Y., Fu W., Xue Y., Lu Z., Li Y., Yu P., Yu X., Xu H., Sui D. (2021). Ginsenoside Rc Ameliorates Endothelial Insulin Resistance via Upregulation of Angiotensin-Converting Enzyme 2. Front. Pharmacol..

[24] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[25] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[26] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[27] Kim Y.S., Yuk H.J., Kim D.S. (2021). Effect of Jakyakgamcho-Tang Extracts on H_2_O_2_-Induced C2C12 Myoblasts. Molecules.

[28] Choi H.I., Kim H.J., Park J.S., Kim I.J., Bae E.H., Ma S.K., Kim S.W. (2017). PGC-1alpha attenuates hydrogen peroxide-induced apoptotic cell death by upregulating Nrf-2 via GSK3beta inactivation mediated by activated p38 in HK-2 Cells. Sci. Rep..

[29] Chen L., Qin Y., Liu B., Gao M., Li A., Li X., Gong G. (2022). PGC-1alpha-Mediated Mitochondrial Quality Control: Molecular Mechanisms and Implications for Heart Failure. Front. Cell Dev. Biol..

[30] Gill J.F., Delezie J., Santos G., McGuirk S., Schnyder S., Frank S., Rausch M., St-Pierre J., Handschin C. (2019). Peroxisome proliferator-activated receptor gamma coactivator 1alpha regulates mitochondrial calcium homeostasis, sarcoplasmic reticulum stress, and cell death to mitigate skeletal muscle aging. Aging Cell.

[31] Abu Shelbayeh O., Arroum T., Morris S., Busch K.B. (2023). PGC-1alpha Is a Master Regulator of Mitochondrial Lifecycle and ROS Stress Response. Antioxidants.

[32] Scarpulla R.C. (2011). Metabolic control of mitochondrial biogenesis through the PGC-1 family regulatory network. Biochim. Biophys. Acta.

[33] Baar K., Song Z., Semenkovich C.F., Jones T.E., Han D.H., Nolte L.A., Ojuka E.O., Chen M., Holloszy J.O. (2003). Skeletal muscle overexpression of nuclear respiratory factor 1 increases glucose transport capacity. FASEB J..

[34] Ma J., Meng X., Kang S.Y., Zhang J., Jung H.W., Park Y.K. (2019). Regulatory effects of the fruit extract of *Lycium chinense* and its active compound, betaine, on muscle differentiation and mitochondrial biogenesis in C2C12 cells. Biomed. Pharmacother..

[35] Choi Y.H. (2018). Schisandrin A prevents oxidative stress-induced DNA damage and apoptosis by attenuating ROS generation in C2C12 cells. Biomed. Pharmacother..

[36] Ceci R., Maldini M., Olson M.E., Crognale D., Horner K., Dimauro I., Sabatini S., Duranti G. (2022). *Moringa oleifera* Leaf Extract Protects C2C12 Myotubes against H_2_O_2_-Induced Oxidative Stress. Antioxidants.

[37] Kwon Y.H., Jang J.Y., Lee J.H., Choi Y.W., Choi Y.H., Kim N.D. (2023). Loquat leaf extract inhibits oxidative stress-induced DNA damage and apoptosis via AMPK and Nrf2/HO-1 signaling pathways in C2C12 cells. Appl. Sci..

[38] Park C., Choi S.H., Jeong J.W., Han M.H., Lee H., Hong S.H., Kim G.Y., Moon S.K., Kim W.J., Choi Y.H. (2020). Honokiol ameliorates oxidative stress-induced DNA damage and apoptosis of c2c12 myoblasts by ROS generation and mitochondrial pathway. Anim. Cells Syst..

[39] Lee M.H., Han M.H., Lee D.S., Park C., Hong S.H., Kim G.Y., Hong S.H., Song K.S., Choi I.W., Cha H.J. (2017). Morin exerts cytoprotective effects against oxidative stress in C2C12 myoblasts via the upregulation of Nrf2-dependent HO-1 expression and the activation of the ERK pathway. Int. J. Mol. Med..

[40] Go G.Y., Lee S.J., Jo A., Lee J., Seo D.W., Kang J.S., Kim S.K., Kim S.N., Kim Y.K., Bae G.U. (2017). Ginsenoside Rg1 from *Panax ginseng* enhances myoblast differentiation and myotube growth. J. Ginseng Res..

[41] Go G.Y., Jo A., Seo D.W., Kim W.Y., Kim Y.K., So E.Y., Chen Q., Kang J.S., Bae G.U., Lee S.J. (2020). Ginsenoside Rb1 and Rb2 upregulate Akt/mTOR signaling-mediated muscular hypertrophy and myoblast differentiation. J. Ginseng Res..

[42] Kim D.H., Park C.H., Park D., Choi Y.J., Park M.H., Chung K.W., Kim S.R., Lee J.S., Chung H.Y. (2014). Ginsenoside Rc modulates Akt/FoxO1 pathways and suppresses oxidative stress. Arch. Pharm. Res..

[43] Oh Y., Lim H.W., Park K.H., Huang Y.H., Yoon J.Y., Kim K., Lim C.J. (2017). Ginsenoside Rc protects against UVB-induced photooxidative damage in epidermal keratinocytes. Mol. Med. Rep..

[44] Huang Q., Su H., Qi B., Wang Y., Yan K., Wang X., Li X., Zhao D. (2021). A SIRT1 Activator, Ginsenoside Rc, Promotes Energy Metabolism in Cardiomyocytes and Neurons. J. Am. Chem. Soc..

[45] Xue Y., Fu W., Yu P., Li Y., Yu X., Xu H., Sui D. (2023). Ginsenoside Rc Alleviates Myocardial Ischemia-Reperfusion Injury by Reducing Mitochondrial Oxidative Stress and Apoptosis: Role of SIRT1 Activation. J. Agric. Food Chem..

# Supplementary material for: Ginsenoside Rc, an Active Component of Panax ginseng, Alleviates Oxidative Stress-Induced Muscle Atrophy via Improvement of Mitochondrial Biogenesis
**Source:** Antioxidants (Basel). 2023 Aug 7;12(8):1576. doi: 10.3390/antiox12081576
**Supplement:** Supplementary file 1

Supplementary Materials for

**Ginsenoside Rc, an active component of *Panax ginseng*, alleviates  
oxidative stress-induced muscle atrophy via improvement of  
mitochondrial biogenesis**

Aeyung Kim, Sang-Min Park, No Soo Kim, and Haeseung Lee

This PDF file includes: Figure S1

## Figure S1

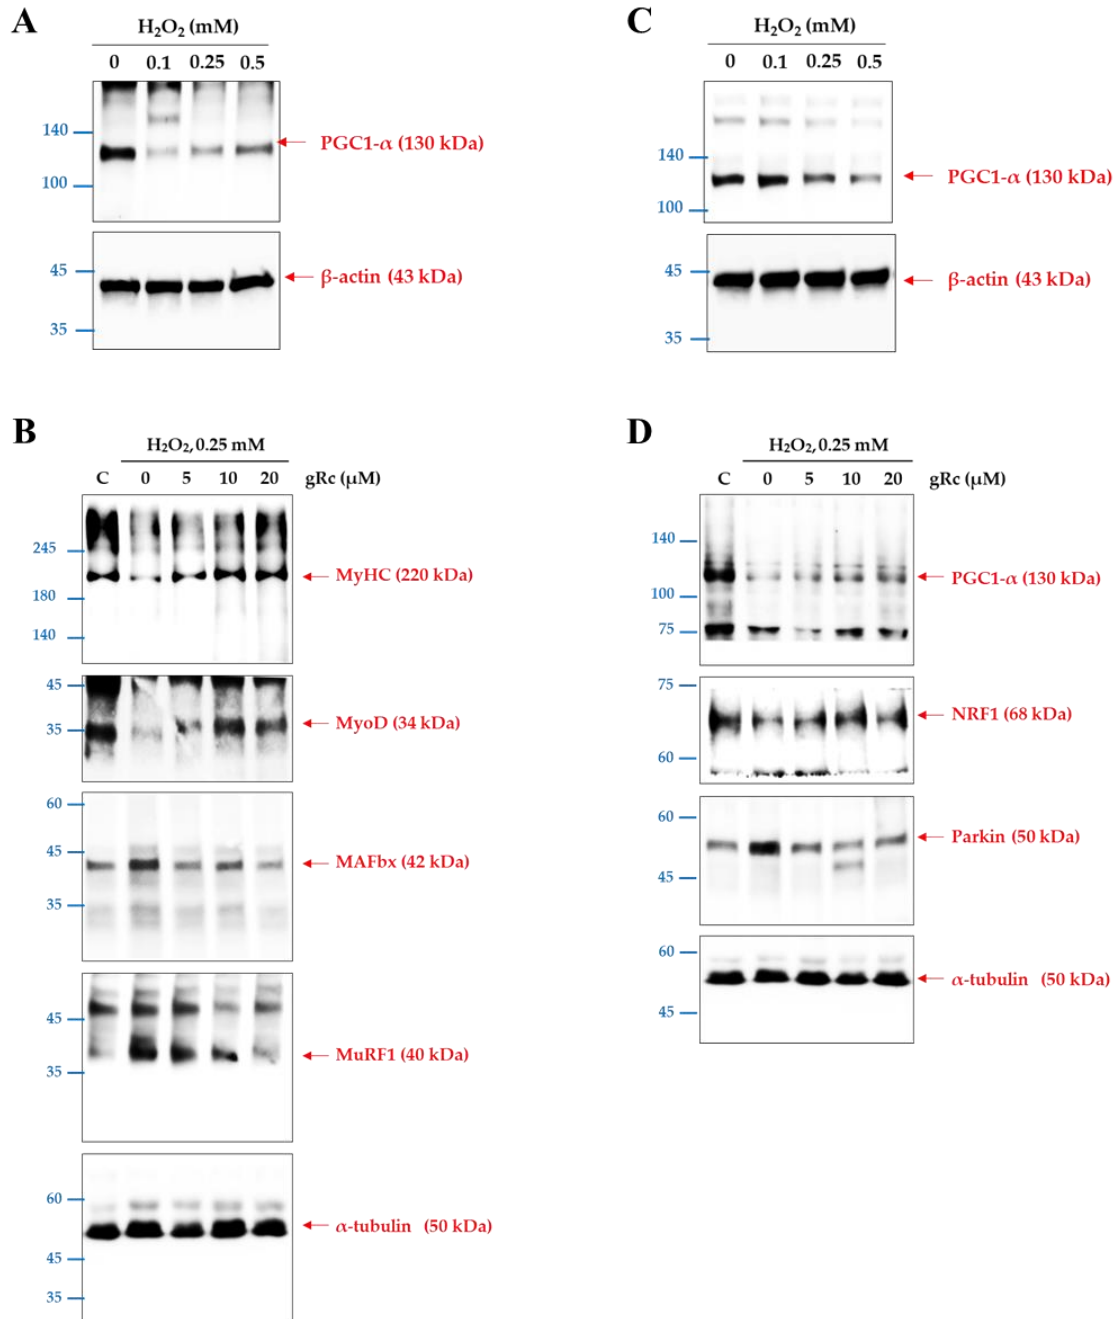

**Figure S1.** Uncropped western blot images corresponding to Figure 2A (A), Figure 3E (B), Figure 4A (C), and Figure 4C (D).

How the deposited data were processed for this re-analysis (not part of the article)

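RNA of C2C12 cells was sequenced as paired ends in 12 libraries, 3 for each of vehicle, gRc, H_2_O_2_ and gRc + H_2_O_2_, named by group and replicate as in the deposited labels. According to the deposited records, the authors checked the reads with FastQC (v0.11.9), trimmed them with TrimGalore (v0.6.5), aligned them with STAR (v2.7.3a) to GRCm38 (mm10) with the annotation GRCm38.86 and quantified genes with RSEM (v1.3.3). The authors give expected counts per gene, which are fragments assigned by RSEM without normalization, and these were the values tested. The deposited TPM (transcript abundance scaled within a library by RSEM) served 1 alternative, and the deposited effective length (the mean over a gene's transcripts of the positions a fragment can start from, in bases) served another. The strand setting of the counting is not stated, so antisense and overlapping genes are uncertain.

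The files list 48795 genes, of which 48349 have a symbol in the reference table and 26103 have a count in any library. Expected counts were rounded to whole numbers, and edgeR's filterByExpr kept 14838 genes. Analyses used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. The edgeR fit took all 12 libraries with TMM factors and a quasi-likelihood F test, and its biological coefficient of variation was 0.295. CPM are normalized by the same factors. SE of fold changes are not fitted by edgeR but derived, as the size of the log2 fold change divided by the square root of F. The paper ranked genes by DESeq2's Wald statistics for fgsea with sets from MSigDB. Those sets are not among the reference files, so 47 gene lists were drawn up, and the 42 with at least 5 measured genes were tested with fgsea on DESeq2's Wald statistics (seed 17) and adjusted over the 42 by the Benjamini-Hochberg method. The paper states no adjustment of its p-values. An adjusted p under 0.05 counts as passing.

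The groups, comparisons, tests, lists and alternatives were set before the data were examined, as was the rule for the genes named in the text. The rule takes the genes of proteins the paper measures or names. It also takes, in each comparison, the 6 largest rises and 6 largest falls past the threshold without overlap of the groups and with an average log2 CPM of at least 2, or the 6 smallest p where fewer than 6 pass. It further takes the 4 smallest p of each list described and the members of the paper's pathways that changed with H_2_O_2_. The alternatives were DESeq2 in place of edgeR, other size factors, no filter and a minimum of 10 counts in every library, a fit of only the groups compared, the replicate number as a block, effective-length offsets, limma on log2(TPM + 0.5), mitochondrial genes left out, camera with a correlation of 0.01 or an estimated one, fry, fgsea on edgeR's statistics, Reactome sets, and leaving out each library. Alternatives added later were a correction for GC content by a spline with 5 degrees of freedom per library, the same with the replicate block, leaving out vehicle replicates 1 and 3 and gRc replicate 3 together, and leaving mitochondrial genes out of the list tests.

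Library totals ran from 19274762 to 31409066. The labels do not say whether replicates are separate cultures, so the p-values measure the spread between these libraries, which may be technical in part. Replicate numbers paired the libraries of gRc and vehicle, whose deviations from the group mean correlated across genes at 0.460, 0.271 and 0.860 for replicates 1, 2 and 3, over the threshold of 0.1 set for a pairing, and not those of gRc + H_2_O_2_ and H_2_O_2_ (0.0802, 0.402 and 0.309). Over genes with an average log2 CPM of at least 2 the latter were 0.102, 0.567 and 0.482, all over the threshold, and the replicate number was used as a block in an alternative. No library was a duplicate of another.

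The tests were run on simulated data made from these libraries. For H_2_O_2_ against vehicle, edgeR recovered 18 of 100 genes changed 2-fold (18%) and 71 of 98 changed 4-fold (72.4%), with 1 call on an unchanged gene. For gRc + H_2_O_2_ against H_2_O_2_ it recovered 28 of 100 (28%) and 76 of 99 (76.8%), with 3 such calls. In both, fgsea recovered 1 list moved 1.5-fold, with 0 other lists called. That 0 does not show how often fgsea calls unmoved lists in the real libraries. All 10 splits of the real H2O2 and gRc + H2O2 libraries gave at least 2 lists, and 1 split gave 15. A trend with GC content added to 1 group gave 2976 and 3007 calls without a correction and 0 and 0 with it. FPKM values were left out because they hold the same counts in another unit, and the paper's other assays have no files here.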

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

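The GC correction and the tests of differences within groups and of gRc against vehicle were chosen only after the results were seen, and the test of RNA without poly(A) tails before its own result was. Groups of 3 libraries were not tested for single libraries far from the others.

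The following lists lie outside the pathways the paper reports for H_2_O_2_ against vehicle and passed the threshold of fgsea. Among their subjects, mitophagy is named in the paper's introduction, and the paper measures Parkin protein as a marker of mitochondrial stress. The NES was 2.93 for the integrated stress response (targets of ATF4), 2.77 for p53 targets, 2.69 for NRF2 targets, -2.48 for cholesterol synthesis and uptake, -2.45 for the cell cycle, 2.07 for replication-dependent histones, -2.06 for extracellular matrix and fibroblast-like genes, 2.05 for immediate early genes, -2.04 for markers of undifferentiated myoblasts and 1.90 for interferon-stimulated genes. These 10 also passed with an estimated correlation. The others did not. The NES was 2.15 for proteasome subunits (adjusted p = 0.270 with an estimated correlation), 2.12 for glycolysis and the hypoxia response (adjusted p = 0.114 with an estimated correlation), 2.03 for chaperones (adjusted p = 0.213 with an estimated correlation), -1.65 for fatty acid synthesis (adjusted p = 0.0936 with an estimated correlation), 1.56 for mitophagy (adjusted p = 0.213 with an estimated correlation) and 1.5 for cytosolic ribosomal proteins (adjusted p = 0.590 with an estimated correlation). Without 1 library, fgsea's call was lost for mitophagy (adjusted p = 0.230, 0.0703 and 0.0692 without vehicle replicates 1 and 3 and H_2_O_2_ replicate 2), for ribosomal proteins (0.592, 0.291 and 0.359 without vehicle replicates 1 and 2 and H_2_O_2_ replicate 1) and for fatty acid synthesis (0.0521 without H_2_O_2_ replicate 3). With all libraries kept, mitophagy was also lost with fgsea on edgeR's statistics (0.0668), DESeq2 on only the groups compared (0.102), the replicate block (0.0784), camera's preset correlation (0.160) and the GC correction (0.0885), within a range of 0.000906 to 0.213 over its alternatives set beforehand, and ribosomal proteins with the preset correlation (0.0696) and fry (0.187), within 0.000546 to 0.590.

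The paper does not report gRc against vehicle for gene groups. There the NES was -1.99 for extracellular matrix genes, 1.98 for sarcomere proteins, -1.64 for apoptosis, -1.51 for mitochondrial protein complexes, -1.53 for mitochondrial ribosomal proteins, -1.53 for cytosolic ribosomal proteins and 1.65 for the cell cycle, with adjusted p from 0.00253 to 0.0454 from fgsea. For each of the 7, adjusted p = 0.987 with an estimated correlation, and 0 genes passed (edgeR, with 74 at an unadjusted p under 0.05, and DESeq2 0). Leaving out 1 library ended or turned each of the 7 calls. The adjusted p from fgsea was 0.208, 0.0824 and 0.0900 for matrix genes without vehicle replicate 1 and gRc replicates 2 and 3, and 0.639, 0.159 and 0.604 for sarcomere proteins without vehicle replicate 3 and gRc replicates 1 and 2. For apoptosis it was 0.938, 0.143, 0.161 and 0.764 without vehicle replicates 1 and 3 and gRc replicates 2 and 3, and for the cell cycle 0.773, 0.0956, 0.158, 0.910 and 0.604 without vehicle replicates 1, 2 and 3 and gRc replicates 1 and 2. For mitochondrial protein complexes it was 0.0651 and 0.602 without vehicle replicate 2 and gRc replicate 3, and the NES turned to 1.44 without vehicle replicate 3 (adjusted p = 0.0540 from fgsea). Mitochondrial ribosomal proteins had 0.140 without gRc replicate 2 and turned sign without vehicle replicate 3 (0.727) and gRc replicate 3 (0.839). Cytosolic ribosomal proteins had 0.217, 0.655 and 0.117 without vehicle replicate 2 and gRc replicates 2 and 3, and an NES of 2.07 without vehicle replicate 3 (adjusted p = 0.00106 from fgsea). The replicate numbers pair these libraries, and with them as a block the adjusted p of the cell cycle was 0.180, within a range of 0.0213 to 0.987 over its alternatives set beforehand with all libraries kept. A test of the difference itself, the H_2_O_2_ effect with gRc minus that without, gave NES of -2.25 for sarcomere proteins, 1.87 for mitochondrial mRNAs, 1.68 for cytosolic ribosomal proteins, 1.53 for respiration, -1.5 for myogenesis and 1.47 for mitochondrial protein complexes (adjusted p from 7.35e-05 to 0.0404 from fgsea, and adjusted p = 0.909 with an estimated correlation for each of the 6).

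In gRc + H_2_O_2_ against H_2_O_2_, mitochondrial mRNAs were higher (NES 2.10, adjusted p = 0.00447 from fgsea) and extracellular matrix genes lower (NES -2.09, adjusted p = 0.00426 from fgsea, 15 of 39 values above 0). For both lists, adjusted p = 0.941 with an estimated correlation. The paper does not discuss the matrix genes. Without 1 library their call was lost (adjusted p = 0.232 without H_2_O_2_ replicate 3 and 0.0625 without gRc + H_2_O_2_ replicate 3). The call for the mRNAs was lost without gRc + H_2_O_2_ replicate 2 (0.674). GC content may account for part, since after its correction the adjusted p was 0.136 for both lists, with the median log2 fold change of the mRNAs moving from 1.16 to 0.78 (interquartile range 0.196 to 0.397) and that of the matrix genes from -0.09 to -0.06 (0.494 to 0.460), so the calls ended on smaller values, wider only for the mRNAs, and GC cannot be told apart. A difference between libraries that also arises within groups may account for both. Deviations from the group mean over the 12 libraries correlated at r = -0.751 (permutation p = 0.00309, Spearman's rho = -0.755, p = 0.0116, the only relation tested). This correlation rests on vehicle replicates 1 and 3, because r was -0.419 without them. The permutations shuffled each group separately and did not keep the pairing of libraries by replicate number, so both p-values may be too small. An effect of gRc itself also cannot be told apart, with an adjusted p of 0.695 for the mRNAs (NES 1.09) and 0.00253 for the matrix genes in gRc against vehicle, the latter 0.0732 after the GC correction.

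With H_2_O_2_, the mitochondrial rRNAs mt-Rnr1 and mt-Rnr2 had log2 fold changes of 4.01 and 2.97 while the mitochondrial mRNAs had an NES of -2.02. The paper does not discuss the rRNAs and gives no score for genes of the mitochondrial genome alone. For the mRNAs, adjusted p = 0.533 with an estimated correlation and 0.165 with fry. The tables argue against GC content as the whole source, because the rRNAs' mean exceeded the mRNAs' median by 7.37 before the GC correction and by 7.15 after it. More RNA without a poly(A) tail in the H_2_O_2_ libraries cannot be told apart. The median of 5 nuclear genes of that kind was 0.218 (values from -0.604 to 0.473, 3 of 5 above 0). This median decides nothing because 4 of the genes lie near the floor and 2 have identical values. The minimum of 10 genes was set after seeing this. The replication-dependent histones, whose mRNAs largely lack such tails, had 7 of 22 genes that rose. An effect of H_2_O_2_ on how mitochondrial transcripts are made or degraded is a hypothesis only, and it stays open as untested.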

How the results depend on the processing

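Of 608 values that answer a comparison, each under 1 alternative, 530 kept their direction and their side of the threshold, or a count within 1.5 times, while 42 moved, 31 lost the threshold, 4 gained it and 1 changed sign. Of 1802 for single genes and other lists, the numbers were 1633 kept, 155 lost, 7 gained and 7 reversed. A change of sign with neither value past the threshold counts as kept. The cause was not tested for any of the changes below, except that a fit of fewer libraries has fewer degrees of freedom. The counts of 0 genes for gRc against vehicle stayed at 0 under all alternatives, and those for gRc + H_2_O_2_ against H_2_O_2_ and for the interaction under all but DESeq2 (2 and 1). A fit of only the groups compared gave 739 changed genes for H_2_O_2_ against vehicle and 992 for gRc + H_2_O_2_ against vehicle. With limma on log2(TPM + 0.5) these were 1492 and 1568, and 1459 for gRc + H_2_O_2_ against gRc, which had 5153 with 3 libraries left out (vehicle replicates 1 and 3 and gRc replicate 3, chosen after seeing the data). Lists past the threshold were 11, 0, 0, 6 and 8 by camera with an estimated correlation for H_2_O_2_ against vehicle, gRc + H_2_O_2_ against H_2_O_2_, gRc against vehicle, gRc + H_2_O_2_ against vehicle and gRc + H_2_O_2_ against gRc, from 25, 2, 7, 24 and 25. For gRc + H_2_O_2_ against H_2_O_2_ they were 1 with the preset correlation, 0 with fry, 6 with DESeq2 on only the groups compared and, chosen after seeing the data, 0 after the GC correction and 0 with the replicate block besides, 5 with the 3 libraries left out and 1 with mitochondrial genes left out. For gRc against vehicle they were 1, 0 with fry, and after seeing the data 4, 4 with the replicate block and 11. For H_2_O_2_ against vehicle, the adjusted p rose by camera with the preset correlation to 0.163 for oxidative phosphorylation, 0.119 for respiration and 0.0696 for oxidative stress-induced death. With an estimated correlation it rose to 0.533 for mitochondrial mRNAs, 0.553 for oxidative phosphorylation, 0.553 for respiration, 0.168 for oxidative stress-induced death, 0.317 for myogenesis and 0.122 for muscle differentiation, and with fry to 0.165, 0.195 and 0.187 for the first 3. The Reactome set gave 0.0571 for myogenesis. Chosen after seeing the data, 3 libraries left out gave 0.0509 for oxidative phosphorylation, mitochondrial genes left out 0.297 for it and 0.128 for respiration, and the GC correction 0.0769 for oxidative stress-induced death. For gRc + H_2_O_2_ against H_2_O_2_, it was 0.941 with an estimated correlation, 0.963 with fry and 0.136 after the GC correction for both mitochondrial mRNAs and matrix genes, which with the replicate block besides were at 0.0720 and 0.140, and matrix genes at 0.541 with the preset correlation. Respiration gained the threshold with DESeq2 on only the groups compared (0.0457). Leaving out each library gave 1267 to 3108 changed genes for H_2_O_2_ against vehicle (least without H_2_O_2_ replicate 3), 1294 to 2865 for gRc + H_2_O_2_ against vehicle (least without gRc + H_2_O_2_ replicate 2) and 1186 to 2025 for gRc + H_2_O_2_ against gRc (least without gRc + H_2_O_2_ replicate 2). Lists past the threshold ran from 1 (without gRc + H_2_O_2_ replicate 2) to 5 (without H_2_O_2_ replicate 1), and 4 without gRc + H_2_O_2_ replicate 3, for gRc + H_2_O_2_ against H_2_O_2_, and from 2 (without gRc replicate 2) to 12 (without gRc replicate 1), and 4 without vehicle replicate 2, for gRc against vehicle. The adjusted p ran from 0.000660 to 0.908 for oxidative phosphorylation and from 7.92e-06 to 0.547 for respiration with H_2_O_2_, highest without vehicle replicate 3. For gRc + H_2_O_2_ against H_2_O_2_ it ran from 0.00163 to 0.674 for mitochondrial mRNAs (highest without gRc + H_2_O_2_ replicate 2), 0.0304 to 0.720 for mitochondrial complexes (lowest without H_2_O_2_ replicate 3), 0.0143 to 0.802 for respiration (lowest without H_2_O_2_ replicate 1), 0.000126 to 0.988 for myogenesis (lowest without gRc + H_2_O_2_ replicate 3) and 0.00744 to 0.232 for matrix genes (0.232 without H_2_O_2_ replicate 3 and 0.0625 without gRc + H_2_O_2_ replicate 3). The correlation with gRc + H_2_O_2_ against H_2_O_2_ ran from -0.511 to 0.0299, the latter without vehicle replicate 3, and that with gRc + H_2_O_2_ against gRc from 0.540, without gRc replicate 3, to 0.784. Reversed values for gRc against vehicle were adjusted p of 0.0391 (3 libraries left out) for mitochondrial ribosomal proteins, with a range without 1 library of 3.03e-05 to 0.839 (0.727 and 0.839 without vehicle replicate 3 and gRc replicate 3), 0.0142 for mitochondrial complexes, with a range of 9.98e-11 to 0.602 (0.0540 without vehicle replicate 3), 0.803 for apoptosis, and for ribosomal proteins a range of 1.06e-10 to 0.655 (0.00106 without vehicle replicate 3). Depth limits Ppargc1a, which had 6 to 40 counts per library.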

Differences from the paper's values

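The paper's scores are those of Fig. 5A, read by eye, for gene sets of MSigDB, and the scores here are for lists drawn up separately, so the groups compared are not identical. The paper states no adjustment of its p-values. Camera and fry give no score. The error here is a jackknife standard error (SE) over libraries. A score is said to differ where its sign is the other one or it lies more than the SE from the paper's value. For oxidative phosphorylation, mitochondrial protein complexes and myogenesis in gRc + H_2_O_2_ against H_2_O_2_ the SE is so large that values of the other sign can lie within it.

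For apoptosis in H_2_O_2_ against vehicle, the paper's score is about 1.5 in Fig. 5A, read by eye, and that here was 1.73 (SE 0.156). Of the alternatives set before the data were examined, the Reactome set (1.63) did not differ from the paper's value, and fgsea on edgeR's statistics, DESeq2 on only the groups compared, the replicate block (1.72), no filter and each library left out did. For apoptosis in gRc + H_2_O_2_ against H_2_O_2_, the paper's score is about -1.4 in Fig. 5A, read by eye, and that here was -0.96 (SE 0.280). DESeq2 on only the groups compared (-1.21), no filter (-1.14), the Reactome set (-1.26) and the fit without H_2_O_2_ replicate 1 (-1.25) did not differ, and edgeR's statistics (-0.95), the replicate block (0.90) and the other 5 libraries left out did.

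For oxidative phosphorylation in gRc + H_2_O_2_ against H_2_O_2_, the paper's score is about 1.4 in Fig. 5A, read by eye, and that here was -0.99 (SE 2.68). The DESeq2 fit of only the groups compared (1.47), the replicate block (1.16), no filter (1.13) and the fits without H_2_O_2_ replicate 1 (1.48), H_2_O_2_ replicate 2 (1.0) and gRc + H_2_O_2_ replicate 3 (0.99) did not differ, and edgeR's statistics (-0.88), the Reactome set (-1.11) and the fits without H_2_O_2_ replicate 3 (-1.5) and gRc + H_2_O_2_ replicates 1 (-1.0) and 2 (-1.1) did. For the mitochondrial protein complex in the same comparison, the paper's score is about 1.4 in Fig. 5A, read by eye, and that here was -1.07 (SE 2.74). DESeq2 on only the groups compared (1.36) and the fits without H_2_O_2_ replicate 1 (1.42), H_2_O_2_ replicate 2 (1.09) and gRc + H_2_O_2_ replicate 3 (1.07) did not differ, and edgeR's statistics (-1.05), the replicate block (-1.12), no filter (-1.19) and the fits without H_2_O_2_ replicate 3 (-1.52) and gRc + H_2_O_2_ replicates 1 (-1.12) and 2 (-1.05) did.

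For myogenesis in gRc + H_2_O_2_ against H_2_O_2_, the paper's score is about 1.2 in Fig. 5A, read by eye, and that here was -1.12 (SE 2.14). The fit without gRc + H_2_O_2_ replicate 1 (1.14) did not differ, and edgeR's statistics (-1.05), DESeq2 on only the groups compared (-1.15), the replicate block (-0.83), no filter (-1.31), the Reactome set (-0.56) and the other 5 libraries left out did. For positive regulation of muscle cell differentiation in H_2_O_2_ against vehicle, the paper's score is about -1.8 in Fig. 5A, read by eye, and that here was -1.62 (SE 0.109). The DESeq2 fit of only the groups compared (-1.72), no filter (-1.69) and the fits without vehicle replicate 1 (-1.7) and H_2_O_2_ replicate 3 (-1.73) did not differ, and edgeR's statistics (-1.63), the replicate block (-1.63) and the other 4 libraries left out did. For the same group in gRc + H_2_O_2_ against H_2_O_2_, the paper's score is about 1.5 in Fig. 5A, read by eye, and that here was 1.05 (SE 0.376). DESeq2 on only the groups compared (1.40), the replicate block (1.3), no filter (1.20) and the fits without H_2_O_2_ replicate 3 (1.35) and gRc + H_2_O_2_ replicates 1 (1.18) and 2 (1.31) did not differ, and edgeR's statistics (1.06) and the fits without H_2_O_2_ replicates 1 (0.90) and 2 (0.99) and gRc + H_2_O_2_ replicate 3 (1.01) did. For muscle hypertrophy in that comparison, the paper's score is about 1.6 in Fig. 5A, read by eye, and that here was 1.3 (SE 0.234). The DESeq2 fit of only the groups compared (1.37), the replicate block (1.54) and the fits without H_2_O_2_ replicate 2 (1.40) and gRc + H_2_O_2_ replicates 1 (1.46) and 3 (1.38) did not differ, and edgeR's statistics (1.33), no filter (1.36) and the fits without H_2_O_2_ replicates 1 (1.13) and 3 (1.35) and gRc + H_2_O_2_ replicate 2 (1.3) did. For muscle cell proliferation in that comparison, the paper's score is about 1.5 in Fig. 5A, read by eye, and that here was 1.11 (SE 0.385). DESeq2 on only the groups compared (1.29), the replicate block (1.28), no filter (1.15) and the fits without H_2_O_2_ replicate 2 (1.33) and gRc + H_2_O_2_ replicate 3 (1.20) did not differ, and edgeR's statistics (1.1) and the fits without H_2_O_2_ replicates 1 (0.78) and 3 (1.07) and gRc + H_2_O_2_ replicates 1 (1.07) and 2 (0.97) did.

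The paper states that gRc before H_2_O_2_ lowered genes of cell death. Here 0 genes of those lists passed the test, and both scores were below 0, as in the paper, at -0.96 and -1.09 with adjusted p of 0.723 and 0.605 from fgsea. The first was 0.90 with the replicate block and the second 1.02 without H_2_O_2_ replicate 2. It states that gRc raised genes of the respiratory chain, of ATP synthesis and of mitochondrial protein complexes. Here the scores of oxidative phosphorylation and of mitochondrial protein complexes were below 0, and that of respiration was 1.18, as in the paper above 0. The paper's figure names its term for ATP synthesis as ATP synthesis coupled electron transport. The list of nuclear ATP synthase genes, also below 0 here, is a different group and does not answer that term. The mitochondrial mRNAs and the regulators of biogenesis were above 0 at 2.10 and 1.48 (adjusted p = 0.00447 and 0.35 from fgsea). For both, adjusted p = 0.941 with an estimated correlation, and for the mRNAs it was 0.674 from fgsea without gRc + H_2_O_2_ replicate 2. Respiration passed the threshold with DESeq2 on only the groups compared (NES 1.56, adjusted p = 0.0457), the setting in which 6 lists passed. Without H_2_O_2_ replicate 1, respiration also passed. It states that H_2_O_2_ alone lowered the mitochondrial genes. Here respiration and oxidative phosphorylation were below 0, as in the paper, at -1.63 and -1.60, mitochondrial protein complexes were at -0.58 (adjusted p = 1.0 from fgsea), but above 0 on edgeR's statistics (0.53), with the replicate block (0.56) and without vehicle replicate 3 (0.88) and H_2_O_2_ replicate 3 (0.62), and the regulators of biogenesis were above 0 at 1.63 (adjusted p = 0.0322 from fgsea, and adjusted p = 0.105 with an estimated correlation). It states that gRc enhanced myogenesis, differentiation and proliferation, which H_2_O_2_ had lowered. With H_2_O_2_ these 3 were below 0 here too, at -1.84, -1.62 and -1.16, and with gRc differentiation and proliferation were above 0 while myogenesis was below 0, with an adjusted p between 0.605 and 0.610 for each.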

Other observations

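With H_2_O_2_, targets of 3 stress-responsive transcription factors rose. Of 38 genes of the integrated stress response, 33 rose, 0 fell and 5 did not pass (36 and 0 when adjusted over the list alone, adjusted p = 2.13e-18 from fgsea, median log2 fold change 1.3). They include Cth (3.34, SE 0.23), an enzyme of cysteine synthesis, Trib3 (3.67, SE 0.43), a pseudokinase of the same response, and Ppp1r15a (2.35, SE 0.15), which restores translation. Of 44 p53 targets, 26 rose, 0 fell and 18 did not pass (29 and 0 when adjusted over the list alone, adjusted p = 2.77e-12 from fgsea, median log2 fold change 0.87), among them the kinase genes Plk2 (1.84, SE 0.14) and Plk3 (1.46, SE 0.14). Of 43 NRF2 targets, 20 rose, 0 fell and 23 did not pass (24 and 1 when adjusted over the list alone, adjusted p = 2.04e-11 from fgsea, median log2 fold change 0.75), with the glutathione transferase gene Gsta1 (3.59, SE 0.15), the sulfiredoxin gene Srxn1 (2.62, SE 0.13) and Gclm of glutathione synthesis (2.03, SE 0.12). Of 33 immediate early genes, 12 rose, 1 fell and 20 did not pass (13 and 4 when adjusted over the list alone, adjusted p = 0.000236 from fgsea, median log2 fold change 0.36). The EGF receptor ligand gene Areg (3.04, SE 0.32) and the AP-1 subunit gene Fosl1 (2.86, SE 0.26) rose, and the transcription factor gene Egr2 fell by 0.54 (SE 0.13). Of 23 interferon-stimulated genes, 8 rose, 1 fell and 14 did not pass (10 and 1 when adjusted over the list alone, adjusted p = 0.00155 from fgsea, median log2 fold change 0.35), with the antiviral gene Mx2 at 2.17 (SE 0.41) and the peptide transporter gene Tap1 at 1.83 (SE 0.33), while Ifit2, named after its values were seen, fell by 0.82 (SE 0.20). Of 36 genes of glycolysis and the hypoxia response, 6 rose, 0 fell and 30 did not pass (6 and 0 when adjusted over the list alone, adjusted p = 8.43e-05 from fgsea, median log2 fold change 0.17), and their adjusted p = 0.114 with an estimated correlation. The disulfide oxidase gene Ero1l (2.39, SE 0.16) and the glucose transporter gene Slc2a1 (1.57, SE 0.14) are among those that rose. Of 49 atrophy genes (ubiquitin ligases and FOXO targets), 16 rose, 2 fell and 31 did not pass (19 and 3 when adjusted over the list alone, adjusted p = 6.81e-06 from fgsea, median log2 fold change 0.30), and their adjusted p = 0.0673 with an estimated correlation. The ligase genes Fbxo40 (1.54, SE 0.16) and Fbxo30 (1.09, SE 0.14) rose, and Txnip and the calpain gene Capn3 (-0.67, SE 0.14), named after their values were seen, fell.

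Genes of sterol synthesis and of the cell cycle fell with H_2_O_2_. Of 29 genes of cholesterol synthesis and uptake, 1 rose, 18 fell and 10 did not pass (1 and 22 when adjusted over the list alone, adjusted p = 4.65e-08 from fgsea, median log2 fold change -0.78). Acat2 (-1.44, SE 0.15), Lss (-1.39, SE 0.16) and Cyp51 (-1.17, SE 0.17), enzymes of the pathway, fell, and Lpin1, which makes diacylglycerol, rose by 0.97 (SE 0.16). Of 50 cell cycle genes, 1 rose, 17 fell and 32 did not pass (1 and 21 when adjusted over the list alone, adjusted p = 5.46e-09 from fgsea, median log2 fold change -0.52). The cyclin genes Ccne1 (-1.60, SE 0.18) and Ccna2 (-0.85, SE 0.14) and the thymidine kinase gene Tk1 (-1.33, SE 0.19) fell, and the replication gene Mcm7 rose by 0.95 (SE 0.16). Of 22 replication-dependent histone genes, 7 rose, 0 fell and 15 did not pass (11 and 0 when adjusted over the list alone, adjusted p = 0.000278 from fgsea, median log2 fold change 0.94), with Hist1h2ac at 4.46 (SE 0.55) and the linker histone gene Hist1h1c at 1.12 (SE 0.27). Of 23 markers of undifferentiated myoblasts, 0 rose, 7 fell and 16 did not pass (0 and 8 when adjusted over the list alone, adjusted p = 0.000456 from fgsea, median log2 fold change -0.51), with the Notch effector gene Heyl at -2.45 (SE 0.28) and Id3 at -1.66 (SE 0.24). Of 39 extracellular matrix and fibroblast-like genes, 0 rose, 5 fell and 34 did not pass (0 and 5 when adjusted over the list alone, adjusted p = 0.000114 from fgsea, median log2 fold change -0.39), which are Thbs1, Thbs2, Mmp14, Loxl1 and Pdgfrb, the last at -1.13 (SE 0.13). Markers of other cell types were few among the measured genes. For 6 osteoblast markers the NES was -0.98 (adjusted p = 0.585 from fgsea), with Dmp1 down by 0.89 (SE 0.22), and 3 adipocyte, 4 immune, 3 endothelial and 3 epithelial markers were too few to test. The adipocyte marker Pparg, which muscle cells also express, rose by 0.66 (SE 0.18, adjusted p = 0.0326 from edgeR).

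Libraries were also regrouped to see how often another split gives as many calls. The regroupings for gene counts were decided after the counts were seen. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For H_2_O_2_ against vehicle the real split gave 2323 genes and was the 1 split with that many, and the highest other gave 0. For gRc + H_2_O_2_ against vehicle and against gRc the real counts were 2588 and 2332, each reached by 1 split of 10, and the highest others 0 and 0. For gRc + H_2_O_2_ against H_2_O_2_, gRc against vehicle and the interaction the real split gave 0 genes, which any split reaches, so counting splits tests nothing there. In the first the highest other was 1. In the second the split of vehicle replicate 1 and gRc replicates 1 and 2 from the rest gave 2867, which points to a structure of the samples that does not follow gRc. It parts 1 of the 3 numbered pairs, and the splits that part all 3 pairs, as the real one does, gave 0. For the interaction the 100 drawn splits gave up to 5227, which again points to such a structure. For lists, the real split of H_2_O_2_ and vehicle gave 25 of 42 past the threshold, as the 1 split with that many, and the highest other 22. That of gRc + H_2_O_2_ and H_2_O_2_ gave 2, all 10 splits gave at least as many, and the split of H_2_O_2_ replicate 1 and gRc + H_2_O_2_ replicates 1 and 2 from the rest gave 15, which points to a structure of the samples in these 6 libraries too.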
